# Integrated Omics Reveal Time-Resolved Insights into T4 Phage Infection of *E. coli* on Proteome and Transcriptome Levels

**DOI:** 10.3390/v14112502

**Published:** 2022-11-12

**Authors:** Maik Wolfram-Schauerte, Nadiia Pozhydaieva, Madita Viering, Timo Glatter, Katharina Höfer

**Keywords:** transcriptomics, proteomics, bacteriophage T4, *Escherichia coli*, phage infection

## Abstract

Bacteriophages are highly abundant viruses of bacteria. The major role of phages in shaping bacterial communities and their emerging medical potential as antibacterial agents has triggered a rebirth of phage research. To understand the molecular mechanisms by which phages hijack their host, omics technologies can provide novel insights into the organization of transcriptional and translational events occurring during the infection process. In this study, we apply transcriptomics and proteomics to characterize the temporal patterns of transcription and protein synthesis during the T4 phage infection of *E. coli*. We investigated the stability of *E. coli*-originated transcripts and proteins in the course of infection, identifying the degradation of *E. coli* transcripts and the preservation of the host proteome. Moreover, the correlation between the phage transcriptome and proteome reveals specific T4 phage mRNAs and proteins that are temporally decoupled, suggesting post-transcriptional and translational regulation mechanisms. This study provides the first comprehensive insights into the molecular takeover of *E. coli* by bacteriophage T4. This data set represents a valuable resource for future studies seeking to study molecular and regulatory events during infection. We created a user-friendly online tool, POTATO4, which is available to the scientific community and allows access to gene expression patterns for *E. coli* and T4 genes.

## 1. Introduction

Bacteriophages (phages) are highly abundant viruses that specifically interact with and infect bacteria. They are widespread in abundance and contribute to the largest proportion of biomass on Earth [1], thereby shaping bacterial community ecology [2]. The emergence of multi-antibiotic-resistant bacterial pathogens has led to a renaissance of phage research due to the potential application of phage-based therapies for treating bacterial infections [3,4]. Thus, the mechanisms of how phages specifically hijack their host’s gene expression machinery are of enormous current interest. A variety of model phages are subjects for studying these systems, such as bacteriophage T4 (T4 phage). The T4 phage—a member of the *Straboviridae* family—belongs to the T-even phages, infecting the prokaryotic model organism *Escherichia coli* [5]. Early studies of the T4 phage have made valuable contributions to molecular biology tools, such as T4 polynucleotide kinase, T4 DNA, and RNA ligases [6], in addition to the discovery of fundamental biological processes [5]. Among others, these include the discovery of DNA as the genetic code, messenger RNA, and understanding the role of mutations or DNA restriction and modification [7,8].

T4 phage infection is temporally fine-tuned, highly efficient, and terminates with lysis of the host from 25 to 30 min [5]. The T4 phage possesses a double-stranded DNA (dsDNA) genome of approximately 169 kb in size, encoding 288 genes [5].

Notably, the T4 phage does not possess its own gene expression machinery and thus takes over the one of its host—*E. coli*. Consequently, the T4 phage needs to reprogram the host cell to promote the expression of its genes. To promote the expression of viral genes, the T4 phage manipulates the host’s gene expression machinery using its proteins co-injected upon or expressed during infection, termed host acquisition factors (HAFs) [5,9]. These include ADP-ribosyltransferases which post-translationally modify host proteins [10,11,12,13,14], nucleases degrading host DNA and RNA [15,16], or transcription factors, which mediate the expression of phage genes from distinct promoters [5,17,18].

In combination, the action of T4-encoded HAFs leads to a temporally tightly controlled gene expression divided into an early, middle, and late infection phase [5,19]. Generally, it is accepted that *E. coli* mRNA is rapidly degraded and that host transcription is shut-off upon T4 phage infection [9,20,21]. Principally, phages are conceived to quickly takeover and dominate the transcriptome by expressing their genes in an infection-phase-specific manner and remodeling the host transcriptome to adapt to their specific needs [22,23,24,25,26]. Each infection phase is characterized by the expression of distinct sets of genes. Several studies have set out to characterize gene expression on a transcriptional level during T4 phage infection. A microarray study has focused on the time-resolved transcriptome of the T4 phage [19]. Biochemical studies have characterized specific host and phage mRNAs [9]. RNA sequencing was applied to describe the functional role of a toxin–antitoxin system during T4 infection [27]. Despite the characterization of specific gene sets, comprehensive transcriptomic analysis to investigate *E. coli* and T4 phage transcriptome is still lacking.

On the proteome level, the first attempts to elucidate the T4 phage proteome were performed via two-dimensional polyacrylamide gel electrophoresis (2D-PAGE) of phage proteins [28,29]. Applying these methods to identify small phage proteins or to characterize complex samples is time-consuming and challenging.

Recently, liquid chromatography–mass spectrometry (LC-MS)-based proteomics studies provided insights into the complex host–phage proteome (dual-proteome) rewiring of *Pseudoalteromonas* and *Bacteroidetes* and their specific phages in a time-dependent manner [30,31]. These studies shed light on essential infection regulation mechanisms from both host and virus perspectives. In addition, emerging omics technologies, such as GRAD-Seq, are powerful tools to study RNA–protein interactions during the viral predation of the bacterial cell [32]. 

In general, applying multi-omics techniques in a time-series context allows us to track the complex patterns of cellular information flow and to infer the underlying regulatory cascades [33]. This appears especially valuable in the context of phage–host interactions.

Using the power of transcriptomics and proteomics, we define the dual-phage and -host transcriptome and proteome of T4 phage infection in a time-resolved manner for the first time. Thereby, we characterized the temporal patterns of transcription and protein synthesis and their interconnection throughout T4 phage infection, not only for the T4 phage but also for the host *E. coli*. We show that most host transcripts, including tRNAs, are rapidly degraded upon infection. In contrast, four non-coding transcripts were found to be rather stable throughout infection. To the contrary, T4 phage genes are transcribed in an infection-phase-specific manner. On the proteome level, host proteins remain relatively stable, whereas the onset of phage protein synthesis occurs in distinct infection phases and corresponds to the functional protein classes needed in the respective infection phase. By comparing the time-resolved transcriptome and proteome of the T4 phage, we identified a set of genes that are transcribed early during infection but whose proteins are synthesized in the late infection phase. This indicates the presence of post-transcriptional regulatory mechanisms that control the translation of early phage mRNAs only in the late phase of infection. This work describes the first combinatorial and comprehensive study of the dual-transcriptome and -proteome of T4 phage/*E. coli* infection in a time-resolved manner. We highly appreciate all studies from the last few decades that have shaped our current understanding of T4 phage infection. Our data demonstrate that high-throughput technologies can help overcome laborious reductionist biochemical studies limited to distinct transcripts and proteins by studying a diverse population thereof at once. Moreover, by revealing the temporal coupling of RNA and protein synthesis during T4 phage infection, these data sets represent a valuable resource for future studies seeking to investigate molecular and regulatory events during infection. To enable broad community access to these data sets, we designed a web application to retrieve gene expression data for phage and/or host genes of interest called PrOteome TrAnscripTOme 4 (POTATO4).

## 2. Materials and Methods

### 2.1. Reagents

We purchased all reagents from Sigma-Aldrich (St. Louis, MO, USA) if not indicated differently.

### 2.2. Strains and Media

We obtained *Escherichia coli* strain B (*Escherichia coli* (Migula 1895)), Castellani and Chalmers 1919 (DSM 613, ATCC 11303; DSMZ, Braunschweig, Germany)) and T4 phage (Escherichia phage T4, DSM 4505; DSMZ, Braunschweig, Germany) from the DSMZ. We carried out *E. coli* strain B cultivation and T4 phage propagation in LB (Luria/Miller) medium supplemented with 1 mM CaCl_2_ and 1 mM MgCl_2_ for T4 phage infections. 

### 2.3. RNA Isolation from T4 Phage Infected E. coli

We grew a culture of *E. coli* strain B to an OD_600_ of 0.5 at 37 °C in LB (Luria/Miller) medium supplemented with 1 mM CaCl_2_ and 1 mM MgCl_2_. We added T4 phage suspension to a multiplicity of infection (MOI) of 3.1 and subsequently it grew at room temperature. We took 5 mL of culture at 0 min (before infection), 1, 4, 7, and 20 min post-infection and immediately lysed using the hot lysis method ^19^. Therefore, we incubated the culture with 1 volume of lysis solution (1% SDS, 4 mM EDTA) at 95 °C for 2 min each. We added 1 volume of water-saturated phenol (Roti-aqua phenol; Carl-Roth, Karlsruhe, Germany) to each sample and incubated at 67 °C for 10 min. We centrifuged samples at 10,000× *g* for 10 min, and then we added upper phase to 1 volume phenol/chloroform/isoamyl alcohol (Carl-Roth, Karlsruhe, Germany). We centrifuged samples again (10,000× *g*, 10 min). We precipitated the upper phase by centrifugation (14,000× *g*, 90 min, 4 °C) in the presence of 0.3 M sodium acetate and 1 volume isopropanol. We resuspended the RNA pellet in RNase-free water, and then we digested residual DNA with 2 µL DNase I (Roche, Basel, Switzerland) in 1 × DNase buffer at 37 °C for 30 min. We twice extracted the RNA with 1 volume phenol/chloroform/isoamylalcohol (Carl-Roth, Karlsruhe, Germany) and removed residual phenol by diethyl ether (ThermoFisher Scientific, Waltham, MA, USA) extraction. We again precipitated RNA in the presence of 0.3 M sodium acetate and 1 volume isopropanol by centrifugation (14,000× *g*, 4 °C, 90 min). We resuspended each RNA pellet in 50 µL RNase-free water. We performed RNA isolation in triplicates. We measured the RNA concentration using a NanoDrop 1000 Spectrophotometer (ThermoFisher Scientific, Waltham, MA, USA) and a Qubit Fluorometer (ThermoFisher Scientific, Waltham, MA, USA). We evaluated RNA integrity on a Bioanalyzer (Agilent, Santa Clara, CA, USA) using the RNA 6000 Nano Kit. 

### 2.4. Preparation of RNA-Sequencing (RNA-Seq) Libraries and Illumina Sequencing

We conducted RNA sequencing at the Deep Sequencing Core Facility of the Bioquant Heidelberg (led by D. Ibberson). We subjected 1 μg total RNA to ribosomal RNA depletion (rRNA) by Ribo-Zero rRNA Removal Kit (Gram-negative bacteria). We randomly sheared rRNA-depleted RNA in 10 μL dH_2_O at 94 °C for 10 min. We processed fragmented RNA using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina. We barcoded cDNA by PCR amplification using Illumina TruSeq adapters for Illumina. We performed further cDNA size selection in the range of 300 to 500 bp employing the Agencourt RNAClean XP kit. We examined primer-depleted cDNA by Bioanalyzer, then we measured the concentration by Qubit. We sequenced multiplexed libraries on a NextSeq 500 platform (Illumina, San Diego, CA, USA).

### 2.5. Northern Blot Analysis

We generated in vitro transcription templates for ssrA and RNAC by PCR using partially hybridizing DNA oligos (SsrA: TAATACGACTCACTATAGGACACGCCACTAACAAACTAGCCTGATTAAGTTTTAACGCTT, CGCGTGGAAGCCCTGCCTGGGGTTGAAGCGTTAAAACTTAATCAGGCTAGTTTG; RNAC: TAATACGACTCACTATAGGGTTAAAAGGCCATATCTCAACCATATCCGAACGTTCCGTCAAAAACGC, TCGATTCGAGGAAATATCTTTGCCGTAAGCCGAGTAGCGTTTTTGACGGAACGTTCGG). We transcribed radioactive RNA riboprobes for Northern blot in vitro from 1 µM DNA template in the presence of 40 mM Tris pH 8.1; 1 mM spermidine; 22 mM MgCl2; 0.01% Triton-X-100; 10 mM DTT; 5% DMSO; 0.1 mg/mL T7 RNA polymerase (purified in-house); 4 mM GTP, CTP, and GTP; 2 mM ATP; and 0.5 mCi/mL radioactive ATP (^32^P-α-ATP, 3000 Ci/mmol; Hartmann Analytics) at 37 °C for 4 h [34]. We digested and extracted in vitro transcription products using DNase I (Roche Diagnostics, Rotkreuz, Switzerland) with phenol/chloroform/isoamylalcohol (Carl Roth, Karlsruhe, Germany), as described above; then, we precipitated in the presence of 0.3 M NaOAc pH 5.5 and 1 volume isopropanol by centrifugation at 17,000× *g*, 4 °C, for 90 min. We resuspended RNA riboprobes in 50 µL MQ water. 

We analyzed 10 µg total RNA per sample via 10% denaturing polyacrylamide gel electrophoresis (5 W, 60 min). We transferred RNA to a nylon membrane (GE Healthcare) in a Trans-Blot Turbo System (Bio-Rad) in the presence of 0.5 × TBE (50 mM Tris, 50 mM boric acid, 1.25 mM EDTA) at 250 mA for 2.5 h and UV crosslinked. We pre-hybridized membrane in 20 mL ROTI^®^ Hybri-Quick (Carl Roth, Karlsruhe, Germany) for 30 min at 45 °C. We added 5 µL ^32^P-labelled RNA riboprobe to the pre-hybridized membrane and incubated at 45 °C overnight. We subsequently washed blots twice with wash solution 1 (2× SSC, 0.1% SDS) and twice with wash solution 2 (0.25 × SSC, 0.1% SDS) for 5 min each. We visualized blots with storage phosphor screens (GE Healthcare, Chicago, IL, USA) at the Amersham Typhoon imaging system (GE Healthcare, Chicago, IL, USA). We quantified band intensities using ImageLab 6.1 (Bio-Rad, Hercules, CA, USA).

### 2.6. Proteome Samples Preparation

We grew *E. coli* strain B culture in LB medium at 37 °C and 180 rpm until OD_600_ of 0.8 was reached. We performed the T4 phage infection assay at room temperature and 120 rpm. We infected cells with T4 phage at a MOI of 5. We took 2 mL samples before infection (0 min) and 1, 3, 5, 8, 12, 20, and 30 min post-infection. We immediately harvested the cells by centrifugation at 17,000× *g* for 1 min; then, we directly resuspended RT and the pellet in 200 µL hot lysis buffer (Tris-HCl pH 7.5, 1% SLS, 2 mM TCEP, 95 °C) and boiled for 10 min at 95 °C. We performed a short sonication step to degrade nucleic acids present in the samples (10 s, 20% amplitude, 0.5 pulse). We added 4 mM Iodoacetamide and incubated the samples for 30 min while protecting from light. We precipitated proteins via acetone and washed the pellets with 500 µL methanol (−80 °C) before air-drying and resuspending in 50 µL resuspension buffer (50 mM Tris-HCl, pH 7.5, 0.5% SLS). We determined the protein concentration by BCA assay (Pierce TM, BCA protein assay kit (reducing agent compatible), ThermoFisher Scientific, Waltham, MA, USA). We added 1 µg of sequencing-grade trypsin (Promega) to 20 µg of isolated proteins and digested o/n at 30 °C in the presence of 50 mM Tris-HCl, pH 7.5. We precipitated residual SLS by adding 1.5% TFA before separating precipitate by centrifugation at 4°C, 17,000× *g* for 10 min. We desalted the supernatant for mass spectrometric analysis using C_18_ solid phase columns (Chromabond C18 spin columns; Macherey Nagel, Düren, Germany).

### 2.7. Proteome LC-MS Analysis

We performed LC-MS analysis on an Exploris 480 instrument connected to an Ultimate 3000 rapid-separation liquid chromatography (RSLC) nano instrument and a nanospray flex ion source (all Thermo Scientific). We carried out peptide separation out on a reverse-phase high-performance liquid chromatography (HPLC) column (75 μm × 42 cm) packed in-house with C18 resin (2.4 μm; Dr. Maisch GmbH). For total proteome analysis, we performed peptide elution in backflush mode with a separating gradient from 98% solvent A (0.15% formic acid) and 2% solvent B (99.85% acetonitrile, 0.15% formic acid) to 25% solvent B over 40 min, followed by up to 60 min with 25% to 35% of solvent B at a flow rate of 300 nL/min. We performed label-free quantification (LFQ) data sets of total proteomes in data-dependent acquisition (DDA) mode. We acquired a high-resolution MS 1 scan at a resolution of 60,000 (at *m*/*z* 200) with a scan range from 350 to 1650 *m*/*z*, followed by MS/MS scans within 2s (Cycle 2s) of the most intense ions at a resolution of 15,000. We set charge state inclusion between 2 and 6. We set the ion accumulation time to 25 ms for MS and AUTO for MS/MS. We set the automatic gain control (AGC) to 300% for MS survey scans and 200% for MS/MS scans. The parameters of the measurements are summarized in Supplementary Table S3.

We performed DDA-LFQ analysis using MaxQuant [35] in standard settings using *E. coli* (Proteome: UP000000625) and bacteriophage T4 (Proteome: UP000009087) fusion database. We further evaluated the “proteinGroups.txt” MaxQuant output file with the SafeQuant R script updated to modify MaxQuant outputs [36]. 

### 2.8. Analysis and Visualization of RNA-Seq and Proteomics Data

We assessed the quality of reads obtained from Illumina RNA-Seq pre- and post-adapter trimming using FastQC (version 0.11.9). We processed Fastq files using the cutadapt tool (version 1.18) in order to remove reads containing Illumina TruSeq adapter sequences. We aligned reads to the genome of *E. coli* K12 (U00096.3) and bacteriophage T4 (NC_000866.4) using the hisat2 aligner (version 2.2.1) at default settings. Thereby, we successfully aligned 88.71 to 96.51% of reads to the reference genomes.

We applied Samtools (version 1.7) to select for primary alignments. We manually inspected BAM files as genomic maps using the Integrative Genomics Viewer (version 2.4.9). We quantified the reads mapped to individual features (annotated in gff3 files for U00096.3 and NC_000866.4 as gene) using featureCounts (Subread package version 2.0.1) with default settings while excluding reads overlapping multiple features.

Prior to further analysis, we manually removed *E. coli* genes annotated as rRNA (22 genes), which account for up to 0.6% of reads per sample (Supplementary Figure S1), from the counts table using R (version 4.1.2), because they were depleted from the total RNA before sequencing. We normalized the count data to transcripts per million (TPM) which allows to compare expression levels of genes between samples. 

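The deposited table gives TPM for 4442 genes of *E. coli* and 288 genes of T4 phage, and genes with low read counts are still in it. Both organisms were scaled together in each library, so that a rise of phage transcripts lowers the TPM of host transcripts. None of the values is 0. Multiplied by gene length, 99.9% of the values gave a whole number of reads plus 0.5 (tolerance 0.01 reads), which shows that 0.5 reads were added to each gene before scaling. The lengths of 7 genes did not give whole reads in every library, and 2 *E. coli* identifiers had no match in the annotation. Lengths and positions of *E. coli* genes were taken from assembly ASM584v2 and those of T4 phage genes from Supplementary Table S2.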

We assessed sample clustering by principal component analysis (PCA) with the prcomp package. We calculated the fractions of TPM-normalized reads per sample and entity (T4 phage or *E. coli*) accordingly. 

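In the reads recovered from the deposited TPM values, 372 *E. coli* genes and 13 T4 phage genes had an average of fewer than 1.5 reads over the 15 libraries. Averaged over the 14 libraries without replicate 1 of the 4 min time point, there were 397 *E. coli* genes, and with the added 0.5 reads counted there were 366, with 13 T4 phage genes in both cases. These other ways of averaging were chosen after the data were examined. No read fell on 324 of the 4433 *E. coli* genes with whole reads in any library. The infected host was *E. coli* strain B, whereas the reads were aligned to the K-12 genome.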

We removed genes with low read counts (average read count below 1.5 across all samples) from the TPM-normalized count data, including 338 *E. coli* and 17 T4 phage genes. These genes would otherwise confuse the analysis due to low and variable read counts. We conducted further analyses in R focussed on data visualization using the pheatmap (1.0.12) and ggplot2 (3.3.6) package.

We assessed differential gene expression analysis during the early infection phase with DESeq2 by applying a Wald test at a log2fold change greater or smaller than 0 with a Benjamini–Hochberg-corrected p-value threshold of 0.05 [37]. We did not assess other infection phases by DESeq2 as dramatic changes in the host and phage transcriptome have already been recorded 4 min post-infection. We conducted assignment of differentially expressed genes to Clusters of Orthologous Groups (COGs) in R using the COG database from the National Center for Biotechnology Information (https://www.ncbi.nlm.nih.gov/research/cog/, accessed on 12 April 2021).

Different from the RNA-Seq data, we further analyzed the proteomics data based on LFQ values, as they already express the approximate abundance of the respective proteins in the sample. We also assessed sample clustering in R by PCA analysis (prcomp package) and Pearson correlation. We conducted further analyses in R focused on data visualization using the pheatmap (1.0.12) and ggplot2 (3.3.6) packages.

For both data sets, we based classification of T4 phage genes on the period of time during which the gene’s expression was below 10% its maximal detected expression (transcriptomics: TPM, proteomics: LFQ). Therefore, we initiated early gene expression is during the first 4 (transcriptomics) or 5 (proteomics) minutes of infection, middle gene expression between 4 and 7 (transcriptomics) or 5 and 8 (proteomics) minutes, and late gene expression after 7 (transcriptomics) or 8 (proteomics) minutes post-infection.

We performed comparison and integration of time-series transcriptomics and proteomics data in R using data visualization tools as described above.

## 3. Results and Discussion

### 3.1. Time-Resolved Dual-RNA-Seq of T4 Phage Infection

T4 phage infection can be divided into three temporal phases: early (0–5 min), middle (5–10 min), and late (10–20 min), which are each characterized by the expression (transcription) of distinct sets of T4 phage genes (Figure 1a) [5,19]. In order to monitor the transcriptomic changes within these phases, total RNA was isolated from uninfected *E. coli* (t0) and at 1 (t1), 4 (t4), 7 (t7), and 20 min (t20) post-T4 phage infection. For the time course of infection, we observed relatively similar yields of total RNA at all time points (Supplementary Figure S2). In order to monitor the time-resolved dual-transcriptome of phage and host during infection, rRNA-depleted total RNAs were subjected to Illumina RNA-Seq. 

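The time course comprised 15 RNA-Seq libraries, with 3 biological replicates (R1 to R3) of *E. coli* strain B before infection (t0) and 1, 4, 7 and 20 min after T4 phage had been added at an MOI of 3.1. The methods give room temperature for the infection, and the sample labels give 30 °C. The authors aligned adapter-trimmed reads with hisat2, counted primary alignments per gene with featureCounts without reads overlapping several features, removed rRNA genes and calculated TPM. Reads on genes, recovered from the TPM values, ranged from 17274936 to 40467222 per library at t0 (median 36461888) and from 25597909 to 50438594 at t1 (median 35225875). At t4, with t4 R1 included, they ranged from 16365729 to 27980865, and the median, 18494757, was the value of t4 R1. They ranged from 20317391 to 44080672 (median 25679842) at t7 and from 15745943 to 32293642 (median 31416411) at t20. A gene without reads in a library can have had up to 3, which covers counting error only, since reads without molecular identifiers are not independent molecules. Values are means with the SD between libraries. As in the paper, t4 R1 was left out after PCA (n = 2 at t4), and values that include t4 R1 are named as such. Single values were compared by two-sided exact permutation tests, which cannot give a p below 0.1 with 3 libraries against 3 or 2 against 3.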

PCA revealed the close clustering of replicates from the same time points, reflecting similar gene expression profiles except for t4, which had one outlier replicate (t4 R1) (Supplementary Figure S3).

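In a PCA of TPM with each gene scaled to unit variance, PC1 and PC2 held 61.1% and 24.4% of the variance between the 15 libraries. In the plane of these components, t4 R1 lay 4.94 times as far from t4 R2 and t4 R3 as these lay from each other. This ratio was 5.13 with *E. coli* genes only and moved most with T4 phage genes only, to 0.876. For unscaled log2(TPM + 1), the components held 80.6% and 11.7% of the variance and the ratio was 6.81. Across *E. coli* genes, which are not independent replicates, Pearson's r of log2(TPM + 1) was 0.987 to 0.995 in the 13 pairs of replicates without t4 R1 and 0.8989 and 0.8995 in the 2 pairs with it. Weakly transcribed genes were then followed, defined as the 1270 protein-coding *E. coli* genes longer than 300 nt with reads in at least 1 library and a mean TPM under 10 at t0. Their median TPM was 17.3 in t4 R1 (quartiles 12.3 and 23.2), 0.704 in t4 R2 and 0.640 in t4 R3. No read was found on 350 *E. coli* genes in t4 R1, on 425 in t4 R2 and on 383 in t4 R3.

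**Figure D1:**
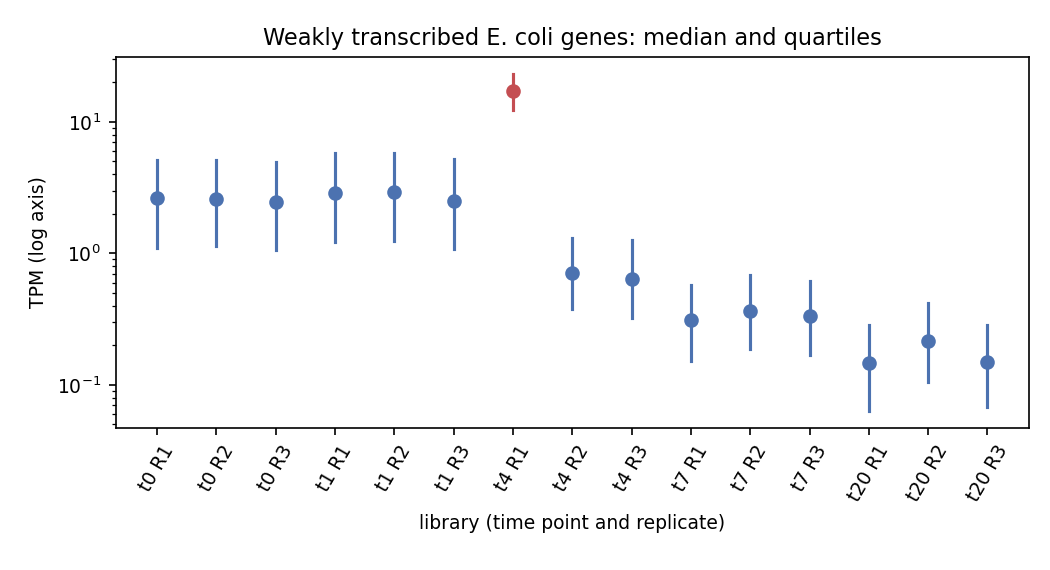
TPM of weakly transcribed *E. coli* genes (vertical log axis) in each of the 15 libraries (horizontal axis), with points for the median over 1270 genes and lines for the quartiles. The median of t4 R1 (red), 17.3, lies above those of all other libraries, which are 2.90 or lower.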

To characterize the regulation of transcription during the course of infection, we tracked the expression of all remaining non-rRNA host genes as well as all annotated T4 phage genes (Figure 1). Following the fractions of reads per genome over the time course of infection, it becomes evident that the T4 phage quickly starts to dominate the transcriptome during the first seven minutes of infection (73.8% of T4 phage reads at t7) (Figure 1b). 

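T4 phage genes held 0.0807% ± 0.0858 (SD, n = 3) of TPM at t0 and 3.05% ± 0.269 (SD, n = 3) at t1. Their share was 55.8% ± 3.63 (SD, n = 2) at t4 and 73.8% ± 0.795 (SD, n = 3) at t7, with a range of 72.9% to 74.3% at t7. With t4 R1, which had 51.0%, the share at t4 was 54.2% ± 3.79 (SD, n = 3). At each time point, every infected library lay above every uninfected library (two-sided exact permutation test, p = 0.1, the smallest p possible). The share of reads instead of TPM moved the value at t4 most, to 49.5% ± 4.60 (SD, n = 2). The paper reasons from this rise that T4 phage begins to dominate the transcriptome over the first 7 min.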

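At t20, 82.9% ± 2.03 (SD, n = 3) of TPM and 85.8% ± 2.22 of reads lay on T4 phage genes. The libraries ranged from 81.0% to 85.0% of TPM, and each lay above each library of t7 (two-sided exact permutation test, p = 0.1). Without *ssrA*, an abundant *E. coli* RNA, in the total, the T4 phage share at t20 was 88.5%.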

At the end of infection, the overall fraction of phage reads amounts to 82.8% (Figure 1b), similar to what was reported by Laub and colleagues [27]. 

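*E. coli* genes held 97.0% of TPM at t1, 44.2% at t4 (45.8% with t4 R1), 26.2% at t7 and 17.1% at t20. The SD of these shares equals that of the T4 phage share, since both add up to 100%. At t20, the share ranged from 15.0% to 19.0% over the 3 libraries.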

In parallel, *E. coli* transcripts rapidly decline in abundance, which has been reported in several transcriptome studies [9,16,38], amounting to less than 20% among all reads at t20 (Figure 1b). This fast and nearly complete takeover of the non-rRNA transcriptome by T4 phage is a phenomenon commonly observed in other phage–host interactions, and is conceived to liberate nucleotide building blocks for phage transcription, DNA replication, or ATP metabolism [22,23,26,39].

### 3.2. E. coli Transcript Degradation Is Initiated during the First 4 min of T4 Phage Infection 

During T4 phage infection, *E. coli* gene expression is globally shut off, whilst existing host transcripts are predominantly degraded [40]. This conception is mainly based on valuable studies describing the degradation of small subsets of host transcripts using elaborate rifampicin and Northern blot assays [9]. Thus, our dual-transcriptome approach provides the first comprehensive insights into all *E. coli* transcripts during T4 phage infection based on a single experiment.

Initially, we tracked the levels of all *E. coli* transcripts over the time course of infection (Figure 1c). For the vast majority of *E. coli* genes, transcript levels remain stable during 1 min post-infection—regardless of whether these transcripts are highly abundant or not. 

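Among the 3739 *E. coli* genes with a mean TPM of at least 1 at t0, the median TPM at t1 was 100.0% of that at t0 (quartiles 88.3% and 116%). The medians of the 3 libraries lay between 97.0% and 103%, and 34 genes (0.909%) fell below 50%. The 1870 genes above the median TPM at t0 (34.3) had a median of 95.9% (quartiles 85.4% and 109%), and the 1869 genes below it had 105% (quartiles 92.0% and 123%). Each gene was also tested against t0 with limma on log2(TPM + 1), in one fit of the 14 libraries and for the 3512 genes with a mean TPM of at least 1. At t1, 152 genes were lower and 237 higher at an adjusted p of 0.05, and 389 and 505 had an unadjusted p under 0.05. Including t4 R1 in the fit moved these numbers most, to 25 lower and 15 higher. With the replicate number as a block, 232 genes were lower and 381 higher.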

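The median TPM of *E. coli* genes relative to t0 was 26.0% at t4 (quartiles 18.9% and 36.7%), 11.5% at t7 (quartiles 9.15% and 15.2%) and 6.10% at t20 (quartiles 5.08% and 7.44%). With t4 R1, in which the median was 83.0%, the value at t4 was 51.6%. At t4, 3323 genes (88.9%) lay below 50% of their level at t0. The lowest mean was at t20 for 3693 genes (98.8%), at t7 for 43 genes and at t4 for 3 genes. In the limma fit, 3361 genes were lower and 7 higher than at t0 at t4, and 3506 were lower and 1 higher at t20. At t7, limma called 3493 genes lower and 0 higher, also with 0 higher at an unadjusted p under 0.05. The scale moved these results most, since the declining host share enters each TPM value. With *E. coli* genes scaled by the median ratio among themselves, 925 genes were lower and 732 higher at t4, 911 and 542 at t7, and 629 and 249 at t20. Rescaled to a common total among themselves, the medians were 59.2% at t4, 43.9% at t7 and 35.5% at t20. This total came to rest largely on *ssrA* and *rnpB*, which fell little. They had 75412 and 51903 TPM at t0 and 63145 and 43635 TPM at t20, when all *E. coli* genes held 17.1% of TPM. The rescaled values of the other genes are lowered by this.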

Subsequently, the levels of most transcripts drop immensely at 4 min post-infection and reach their minimum at the end of infection (t20). 

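At t4, 10% of the *E. coli* genes kept more than 52.0% of their level at t0, and 43 genes lay above 100%. The genes called higher at t4 by limma, named after their values were seen, were *ymcF*, *cspG*, *ysaE*, *hokA*, *metZ*, *metV* and *metW*. Their log2 fold changes ranged from 0.84 (*metW*, adjusted p = 0.00494) to 1.51 (*ymcF*, adjusted p = 0.000414). *metZ*, *metV* and *metW* are tRNA genes of near-identical sequence, so that reads could be split between them. *ymcF* overlaps *ymcE*, and reads overlapping both were not counted by the authors. The values of *ymcF* and of these tRNA genes are therefore uncertain.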

Only for a smaller set of genes we observed a slower decrease in transcript levels where the drop at t4 is less intense. This overall decline in host transcript levels is in good agreement with the decline of host mRNA read fractions observed throughout Pseudomonas phage LUZ19 and Acinetobacter baumannii phage *phiAbp1* infections [22,23]. During T4 phage infection, we observed an immense degree of host transcript degradation (75% reduction in host reads) already 7 min post-infection, representing the efficiency of phage-induced host transcriptional takeover (Figure 1b,c, Supplementary Figure S4). 

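From t0 to t7, the *E. coli* share of TPM fell by 73.8% ± 0.796 (SD, n = 3). The share of reads fell by 72.8%, and with *ssrA* left out of the total the share of TPM fell by 78.4%. At t7, 3713 genes (99.3%) lay below 50% of their level at t0, and 6 genes lay above 100%.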

Exemplarily, the mRNAs transcribed from the *lpp* and *ompA* genes are quite stable mRNAs in *E. coli*, with half-lives of 31 and 30 min, respectively [9]. Using rifampicin assays, Ueno and Yonesaki reported their rapid destabilization during T4 phage infection, reducing their half-lives to 2.3 and 2.5 min, respectively [9]. In accordance with these studies, our RNA-Seq data reveal a decline of transcript levels by approximately 50% for both lpp and ompA mRNA within the first 4 min of infection (Figure 1d). 

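*lpp* (b1677, 1757421 to 1757657) had 33294 ± 2459 TPM (SD, n = 3) at t0 and 19249 ± 1033 TPM (SD, n = 2) at t4. This was 57.8% ± 3.10 of its level at t0, and 54.3% in t4 R1. *ompA* (b0957, 1019013 to 1020053) had 2550.4 ± 271 TPM (SD, n = 3) at t0 and 1096 ± 137 TPM (SD, n = 2) at t4. This was 43.0% ± 5.39 of its level at t0, and 33.4% in t4 R1. For both mRNAs every library at t4 lay below every library at t0 (two-sided exact permutation test, p = 0.1). In the limma fit the log2 fold change at t4 was −0.79 (SE 0.17, adjusted p = 0.000305) for *lpp* and −1.22 (SE 0.20, adjusted p = 1.4e-05) for *ompA*. At least 144767 reads on *lpp* and 30241 on *ompA* lie behind each of these values at t4, t4 R1 included. At t7, 43.1% of *lpp* and 21.6% of *ompA* were left, and at t20 16.3% and 8.02%. With *E. coli* genes rescaled to a common total, the levels at t4 were 131% of t0 for *lpp* and 96.9% for *ompA*. The median over *E. coli* genes on this scale was 59.2%, so that both mRNAs were kept better than the median host transcript.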

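Among *E. coli* genes with a mean TPM of at least 1 at t0, 3598 were protein-coding, 60 encoded non-coding RNAs and 79 encoded tRNAs. Their median TPM at t4 was 25.6%, 45.5% and 43.5% of t0, respectively. At t20 the medians were 6.10% for protein-coding genes, 7.74% for non-coding RNAs and 7.08% for tRNAs. All 3598 protein-coding genes, 58 of the 60 non-coding RNA genes and all 79 tRNA genes were lower at t20 than at t0 on the TPM scale.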

Interestingly, host-RNA degradation concerns not only mRNAs but also non-coding RNAs and transfer RNAs (tRNAs). 

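The summed TPM of the 86 *E. coli* tRNA genes was 36517 ± 8055 (SD, n = 3) at t0, 50418 ± 4274 (SD, n = 3) at t1 and 18907 ± 2975 (SD, n = 2) at t4. It was 6353 ± 1425 (SD, n = 3) at t7 and 3104 ± 946 (SD, n = 3) at t20, and 17792 in t4 R1. Relative to t0, these sums were 138% ± 11.7, 51.8% ± 8.15, 17.4% ± 3.90 and 8.50% ± 2.59 from t1 to t20. Each library at t1 lay above and each library at t20 below every library at t0 (two-sided exact permutation tests, p = 0.1 each). The difference at t1 depended most on t0 R2, without which the sum at t1 was 158% of t0. Of the 77 tRNA genes with a mean TPM of at least 1 over the time points, 71 were higher at t1 and all 77 lower at t20 than at t0. Rescaled among *E. coli* genes, the sum was 142% of t0 at t1, 118% at t4, 66.6% at t7 and 48.9% at t20, so that it lay below t0 only from t7 on. The median over *E. coli* genes on this scale was 35.5% of t0 at t20, lower than the tRNA sum. Some tRNA genes have near-identical copies between which reads could be split, for which reason the sum is given.

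**Figure D2:**
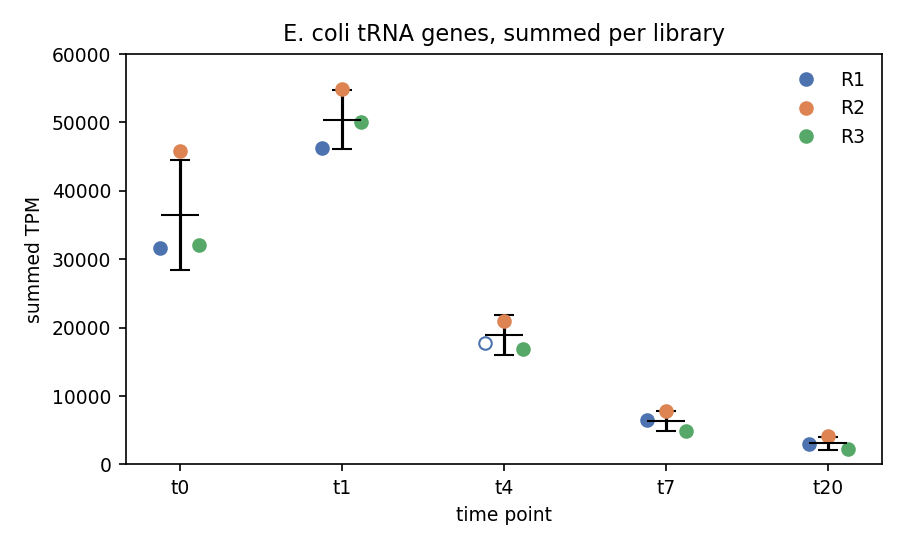
Summed TPM of *E. coli* tRNA genes (vertical axis) at each time point (horizontal axis), with points for the libraries R1 to R3, dashes for the mean and bars for the SD. The open circle is t4 R1, which is not in the mean, and the 3 libraries of t1 lie between 46319 and 54847, above those of t0.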

For *E. coli* tRNAs, we detected steady and even increasing transcript levels within the first minute of infection, followed by a steep decrease in their abundances towards the end of infection (Supplementary Figure S5). This indicates predominant host tRNA decay during T4 phage infection, which has been described for a T4-like vibriophage so far [41]. Yang et al. speculate that early phage genes are translated using the host tRNA pool, which is successively degraded during infection followed by the transcription of phage tRNAs. These contribute to late phage mRNA translation, which prefers the phage tRNA code. Similar to the T4-like vibriophage, T4 might use host tRNAs for the initial translation of early mRNAs and subsequently as a nucleotide resource.

Despite observing massive host-RNA degradation, we questioned whether some *E. coli* transcripts might be comparably stable throughout infection. Therefore, we selected host genes with a mean expression accounting for at least 10 TPM and with at least 80% TPM at t20 compared with t0. Using these criteria, we identified four comparably stable transcripts (Figure 1e). 

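Of the 2264 *E. coli* genes with a mean TPM of at least 10 over the 5 time points, 4 had at least 80% of their TPM at t0 left at t20. These were *csrB* with 135% ± 28.0, *glmY* with 109% ± 45.4, *rnpB* with 84.1% ± 15.2 and *ssrA* with 83.7% ± 6.20 (SD, n = 3). The next genes by this measure were *csrC* with 72.3% and *ssrS* with 58.0%, named after their values were seen. The number was 2 (*csrB* and *glmY*) at a limit of 90% and 5 (with *csrC*) at 70%. Single libraries decided 2 of the calls, since *rnpB* was lost without t20 R1 and *csrC* was gained without t20 R3. In the limma fit, *csrB* was higher at t20 than at t0 (log2 fold change 0.41, SE 0.17, adjusted p = 0.0267). The other log2 fold changes at t20 were −0.25 for *ssrA* (adjusted p = 0.0971), −0.27 for *rnpB* (adjusted p = 0.121) and 0.02 for *glmY* (adjusted p = 0.945), none past the threshold. Before t20, *ssrA* was lower than at t0 in this fit at t4 (−0.42, adjusted p = 0.0213) and t7 (−0.35, adjusted p = 0.0292). *rnpB* was lower at t7 (−0.38, adjusted p = 0.0335).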

Equal read distributions at these genes over all time points indicate that the determined TPM levels are not derived from degradation fragments accumulated during infection but rather from similar transcripts as detected before infection (Supplementary Figure S6). Among those stable host transcripts, we identified the highly abundant (mean of 67,858 TPM) transfer messenger RNA (tmRNA) SsrA, which was validated by Northern blotting (Supplementary Figure S7a). 

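*ssrA* (b2621, 2755593 to 2755955) had a mean of 67858 TPM over the time points, and of 67317 TPM with t4 R1. Its TPM was 75412 ± 7217 at t0, 85199.5 ± 5559 at t1, 59182 ± 2395 at t7 and 63145 ± 4678 at t20 (SD, n = 3 each). At t4 it was 56349.8 ± 557 (SD, n = 2), and 48239 in t4 R1.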

SsrA plays an important role in ribosome rescue and protein degradation [42,43]. Moreover, functional SsrA is required to induce the prophage of bacteriophage Mu and may act as a sensor for prophage activation [44]. This tmRNA has been reported as a highly stable RNA with a half-life of 89 min [45], which may explain its observed stability even during T4 phage infection. However, *E. coli* tRNAs that have similar RNA stability characteristics to SsrA are specifically degraded during T4 phage infection (Supplementary Figure S5a). 

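*E. coli* tRNA genes held 3.65% ± 0.805 of TPM at t0, 5.04% ± 0.427 at t1, 1.89% ± 0.297 at t4, 0.635% ± 0.143 at t7 and 0.310% ± 0.0946 at t20 (SD, n = 3, and n = 2 at t4). Among all reads on genes, their share was 0.441% at t0, 0.631% at t1 and 0.0423% at t20.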

One may speculate that SsrA is constitutively required during infection to keep the maximal amount of ribosomes available for the translation of T4 phage mRNAs, finally enabling the fast and efficient infection process. 

Furthermore, the non-coding Rnase P RNA encoded by the *rnpB* gene was found to be relatively stable during infection. This RNA serves as a catalytic center in Rnase P [46], which plays a role in the maturation of tRNA by trimming the 5′-ends of tRNA precursors [47]. 

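*rnpB* (b3123, 3270216 to 3270592) had 51903 ± 2609.7 TPM at t0 and 51950.3 ± 2541 at t1 (SD, n = 3 each). At t4 it had 40081 ± 3257 TPM (SD, n = 2), at t7 40006 ± 3381 and at t20 43635 ± 7881 (SD, n = 3 each). At t20 the libraries ranged from 66.6% of the mean at t0 (t20 R3) to 93.5% (t20 R1).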

Potentially, this catalytic RNA may play a role in phage tRNA processing. Furthermore, GlmY (from *glmY* gene) and CsrB (from *csrB* gene) were identified as stable host transcripts, which are small regulatory RNAs (sRNAs) that affect gene expression by stabilizing or destabilizing target mRNAs through RNA–RNA and RNA–protein interactions, respectively (Figure 1e, Supplementary Figure S6b,c) [48,49]. 

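*glmY* (b4441, 2691157 to 2691340) had 88.1 ± 10.5 TPM at t0, 87.1 ± 37.5 at t1, 84.1 ± 8.25 at t7 and 95.9 ± 40.0 at t20 (SD, n = 3 each), and 146 ± 30.9 at t4 (SD, n = 2). Its 3 libraries at t20 ranged from 49.8 to 122 TPM, from 241 to 1260 reads, and the difference between t20 and t0 was smaller than this spread. *csrB* (b4408, 2924156 to 2924524) had 1179.9 ± 49.6 TPM at t0, 1422 ± 148 at t1, 1324 ± 56.5 at t7 and 1589.7 ± 329.8 at t20 (SD, n = 3 each), and 1065 ± 188 at t4 (SD, n = 2). All 3 libraries at t20 lay above those of t0, of which the highest had 1216 TPM.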

Surprisingly, both sRNAs are usually unstable in exponentially growing *E. coli*, with half-lives of around 1.5 min [48,49]. As CsrB sequesters CsrA, a global activator of glycolysis (Sabnis et al., 1995), it stands to reason that the host may downregulate glycolysis to inhibit phage replication by temporally stabilizing CsrB. Additionally, the role of GlmY stabilization remains elusive. Its function is linked to a susceptibility to cell envelope stress [50], which could be a strategy employed by the host to strengthen the cell envelope and protect against infection. However, due to predominant host mRNA degradation, the potential actions of these sRNAs may be aborted as a consequence of the lack of target RNAs.

In summary, apart from a few, surprisingly yet unreported stable RNAs during T4 phage infection, we observed global host transcript degradation.

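The mean TPM at t1 was above that at t0 for 1873 of the *E. coli* genes with a mean TPM of at least 1 at t0, and it was the highest of all time points for 1866 of them. At t1, 10% of these genes lay above 139% of their level at t0.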

As we also observed that a fraction of *E. coli* genes exhibit higher TPM values at t1 compared with t0 (Figure 1c), we speculated that these genes might be—temporarily—significantly upregulated as a response to the invading phage during the early phase of infection. Using DESeq2, we detected 1050 genes differentially expressed at t1 compared with t0 (log2 fold change > 0 or <0; adjusted *p*-value ≤ 0.05) (Supplementary Figure S8a, Supplementary Table S1). 

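For the comparison of t1 with t0, the TPM of *E. coli* genes in the 6 libraries were scaled by the median ratio among themselves and tested with limma on log2(TPM + 1), without a minimum fold change. Of the 3764 genes with a mean TPM of at least 1, 162 passed an adjusted p of 0.05, and 1036 had an unadjusted p under 0.05. The 3 libraries of t1 lay apart from the 3 of t0 for 1251 genes (33.2%), where 10% are expected by chance. The replicate numbers paired the libraries of both time points, and with the replicate number as a block 664 genes passed, among them all 162. This was the alternative that moved the number most upward, while leaving out t1 R2 moved it most downward, to 8. On the recovered reads, limma-voom called 180 genes, 152 of them among the 162 and in the same direction. The paper's Supplementary Table S1 lists 1050 genes, of which 1036 were tested here. All 1036 changed in the same direction, and 157 of them were called in both. Fold changes are on the log2(TPM + 1) scale, which understates those of weakly transcribed genes.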

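Of the genes differing between t1 and t0 in the limma test, 133 were higher at t1, and 369 with the replicate number as a block. The largest rises among genes whose libraries lay apart were those of *cspG* (b0990, log2 fold change 2.53, SE 0.14, adjusted p = 0.000465), *cspH* (b0989, 2.42), *ymcF* (b4723, 2.07), *cspI* (b1552, 2.06) and *ydfK* (b1544, 1.95). The adjusted p of the last 4 lay between 0.000627 and 0.0207. *cspG* rose from 50.9 to 53.8 TPM in the libraries at t0 to 266 to 389 TPM at t1. The infected cultures had also been moved from the growth temperature to a lower one, which the uninfected libraries did not share. Changes at t1 can therefore come from infection or from temperature. *ymcF* overlaps *ymcE*, and reads overlapping both were not counted by the authors, which makes its value uncertain. COG functions were not assigned here.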

A total of 505 of these genes were upregulated, predominantly fulfilling functions in transcription, energy production, and conversion as well as carbohydrate transport and metabolism (Supplementary Figure S8b). 

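*mcrC* (b4345, 4576912 to 4577958) had a log2 fold change of 0.74 (SE 0.10, adjusted p = 0.0158 in the limma test) at t1 against t0. Over all alternatives its adjusted p ranged from 0.0103 to 0.0646, with 0.0646 without t1 R1 and 0.0563 without t1 R2, where it no longer passed the threshold. *mcrB* (b4346, 4577958 to 4579337) had a log2 fold change of 0.36 (SE 0.10, adjusted p = 0.0789 in the limma test) and did not pass the threshold. Its adjusted p ranged from 0.0557 with the replicate number as a block to 0.256 over the alternatives. For both genes, every library at t1 lay above every library at t0. The annotations of the genes overlap at 4577958, and reads overlapping both were not counted by the authors.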

We also observed the upregulation of the two host genes constituting the mcrBC system, which is known to counteract cytosine hydroxymethylation of T4 phage DNA as a defense mechanism [51]. Other phage defense systems present in this host’s genome, including the *mazF*, *9aze* [52] and *lit* [53] genes, which were not differentially expressed. 

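*mazE* (b2783, 2911091 to 2911339) had a log2 fold change of −0.18 (SE 0.09, adjusted p = 0.271 in the limma test) at t1, and *mazF* (b2782, 2910756 to 2911091) of 0.11 (SE 0.10, adjusted p = 0.540). Neither passed the threshold under any alternative, with adjusted p from 0.231 to 0.585 for *mazE* and from 0.331 to 0.798 for *mazF*. For *mazE*, every library at t1 (47.8 to 53.2 TPM) lay below every library at t0 (54.9 to 61.7 TPM). The libraries of *mazF* overlapped between t0 and t1. *lit* (b1139, 1198695 to 1199588) had 0 reads in all 15 libraries, which allows up to 0.0390 to 0.127 TPM depending on the library, and was not tested.

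**Figure D3:**
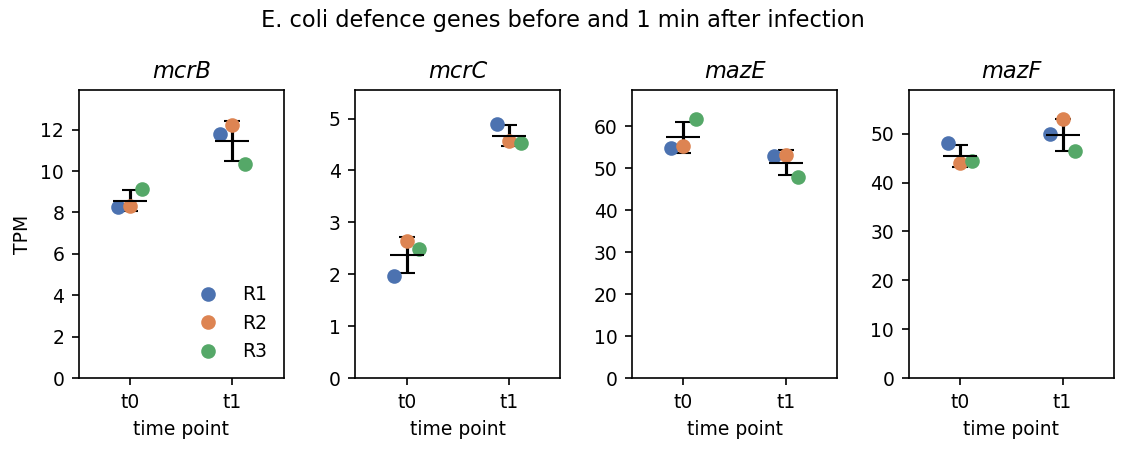
TPM (vertical axes, each from 0) of *mcrB*, *mcrC*, *mazE* and *mazF* at t0 and t1 (horizontal axes), with points for the libraries R1 to R3, dashes for the mean and bars for the SD. The libraries of *mcrC* lie between 1.97 and 2.63 TPM at t0 and between 4.54 and 4.90 TPM at t1.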

The set of 545 downregulated host genes is dominated by functions in translation and ribosome biogenesis, amino acid transport, and metabolism, as well as energy production and conversion (Supplementary Figure S8b). This initial gene regulatory alteration could resemble a host response to infection, a phage-induced change, or a combination thereof. 

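Of the genes called by limma, 29 were lower at t1 than at t0, and 295 with the replicate number as a block. Without t1 R1 or t1 R2, limma called 0 lower genes, with 426 and 297 at an unadjusted p under 0.05. The largest falls were those of *cvpA* (b2313, log2 fold change −1.20, SE 0.20, adjusted p = 0.0247), *thrA* (b0002, −1.11), *bioC* (b0777, −1.08), *ghxP* (b4064, −1.07) and *ychH* (b1205, −1.06). *bioC* overlaps *bioF* and *bioD*, which makes its value uncertain. Gene sets fixed by symbol were tested with camera at a preset correlation of 0.01. The set of 54 ribosomal protein genes was lower (median log2 fold change −0.60, 49 of 54 lower, adjusted p = 7.0e-12). The 29 tested amino acid biosynthesis genes were all lower (median −0.36, adjusted p = 6.8e-11), as were 21 of the 22 genes of ATP synthase and NADH dehydrogenase (median −0.26, adjusted p = 1.3e-05). With fry, the amino acid and ATP synthase sets kept an adjusted p of 0.00644 and the ribosomal set had 0.0804, and none of the sets passed with an estimated correlation (adjusted p of at least 0.200). Adjusted over all genes, 0 ribosomal, 3 amino acid and 0 ATP synthase or NADH dehydrogenase genes passed in limma, and 32, 18 and 9 passed adjusted over the list alone. The members with the largest change were *rpmD* (−0.98), *thrA* and *atpD* (−0.60).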

Considering gene expression in other phages, one may speculate that these changes may originate from initial host cell reprogramming by the phage in order to create an optimal environment for phage infection [22,23,24,26].

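From the genes changed at t1, the paper proposes a host response, an effect of the phage or both. *cspG*, the gene with the largest rise at t1 on the log2(TPM + 1) scale, though not with limma-voom, had log2 fold changes against t0 in the limma fit of the time course of 2.55 at t1 (SE 0.32, adjusted p = 0.000152), 1.42 at t4 (SE 0.36, adjusted p = 0.00118) and 0.35 at t7 (SE 0.32, adjusted p = 0.291). At t20 it was lower than at t0, with a log2 fold change of −1.49 (SE 0.32, adjusted p = 0.000260). The rise of *cspG* cannot be assigned to infection, since all infected libraries also had a lower temperature than that of growth.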

In conclusion, we suggest that the host may initially try to adapt to T4 phage infection by gene expression changes, which are quickly interfered with by the phage that rapidly initiates the degradation of the vast majority of host transcripts.

### 3.3. T4 Phage Transcription Is Actively Controlled in an Infection-Phase-Dependent Manner

Apart from host transcriptional alterations, we obtained a time-resolved picture of T4 phage gene expression (Figure 2). We observed distinct gene expression patterns for different sets of T4 phage genes (Figure 2a). A large group of T4 phage genes (109 genes) is most strongly expressed at the end of infection, whereas the maximal transcript levels of similarly sized sets of genes are detected at t4 (62 genes) or t7 (103 genes) in Figure 2c. Furthermore, the expression onsets, the initiation of degradation, and the decline of transcript levels vary highly among phage transcripts. 

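Of the 275 T4 phage genes with a mean TPM of at least 1 over the time points, 62 had their highest mean TPM at t4, 103 at t7 and 109 at t20. *ndd.4* (T4p273) had it at t1, with 167 ± 45.7 TPM (SD, n = 3), and no gene had it there without t1 R3 or without t4 R2. With t4 R1, 57 genes were highest at t4 and 107 at t7. The alternative that moved these numbers most was rescaling T4 phage genes to a common total, with 55 genes at t4, 81 at t7 and 78 at t20. The most abundant phage transcript was that of gene 23 (T4p175) at t1 with 2205 ± 935 TPM (SD, n = 3) and that of *e.6* (T4p129) at t4 with 13363 ± 353 TPM (SD, n = 2). At t7 and t20 it was that of gene 30.9 (T4p212), with 18300.3 ± 2121 TPM and 62728 ± 7340.4 TPM (SD, n = 3 each). The RNA of gene 23 at t1 may include RNA carried over with the phage stock, which these values cannot tell apart from new transcripts.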

Altogether, these findings vividly demonstrate the different classes of T4 phage genes, which have previously been reported [5,19]. Based on an already existing criterion for the classification of T4 phage genes [19], we defined criteria suiting our choice of time points for dual-RNA-Seq. Therefore, we classified a T4 phage gene based on its onset of expression, which resembles the period of time during which TPM values for a distinct gene are below 10% of its maximal TPM value. Accordingly, the expression of early genes starts during the first four minutes of infection (t0–t4), followed by middle genes (t4–t7) and late genes (t7–t20) (Figure 2b).

Based on this classification, most early genes show highest expression levels at t4 or t7, which decline towards t20 (Figure 2b). 

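With the limit of 10% of the highest mean TPM, 216 T4 phage genes were early. Of these, 62 were highest at t4, 102 at t7, 51 at t20 and 1 at t1, and 60 of the 62 with their highest level at t4 fell further from t7 to t20. The median level of early genes relative to their highest was 0.425% at t1, 59.1% at t4, 95.7% at t7 and 39.2% at t20.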

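The early genes by the 10% limit comprised 206 protein-coding genes, 8 tRNA genes and 2 other RNA genes. With t4 R1 there were 223 early genes, and the number lay between 196 and 275 over 20 alternatives. All 275 genes with a class had the class that Supplementary Table S2 gives, and 13 T4 phage genes had no class because their mean TPM was below 1.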

In total, 215 early genes were classified, which are predominantly associated with host cell reprogramming, DNA and RNA degradation, and some metabolic processes, as represented by gene functions and gene ontology (Supplementary Table S2). Additionally, the genes for the eight T4 phage-encoded tRNAs were classified as early genes. 

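All 8 T4 phage tRNA genes had at least 10% of their highest mean TPM at t4, with 27.1% to 75.8%, and between 0.0554% and 8.19% at t1. With T4 phage genes rescaled among themselves, 6 of them met the limit, and with any library of t4 or t7 left out all 8 did. The tRNA gene T4t001 rests on few reads, with a highest mean of 3.50 TPM.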

Intriguingly, this is the first characterization of all eight T4 tRNAs, as a previous microarray study had only focused on tRNA 2, 3, and 4 [19]. It appears that the expression of these eight tRNAs is initiated early during infection and continuously increases during the course of infection (Supplementary Figure S5b).

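The summed TPM of the T4 phage tRNAs was 15.6 ± 4.71 (SD, n = 3) at t1, 1676 ± 127 (SD, n = 2) at t4, 1642 ± 225 (SD, n = 3) at t7 and 5282 ± 329.8 (SD, n = 3) at t20. The sum was higher in every library at t20 than in any earlier library (two-sided exact permutation tests, p = 0.1 each). Between t4 and t7 it changed by less than the SD between libraries. All 8 tRNAs were highest at t20, 5 of the 8 had a lower mean at t7 than at t4, and 3 rose at every step from t1 to t20. Of those 5, only T4t004 and T4t007 had every library of t7 below t4 R2 and t4 R3, and neither did with t4 R1 included. With T4 phage genes rescaled to a common total, all 8 were lower at t7 than at t4 and 2 were highest at t20.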

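The T4 phage genes that reached 10% of their highest mean TPM first at t7 were highest at t20, except gene 41 (T4p039), which had 2364 ± 495 TPM at t7 and 2079 ± 67.9 TPM at t20 (SD, n = 3 each), a difference smaller than the spread. At t7 the median level was 27.8% for genes first at t7 and 2.60% for genes first at t20, which by the rule can only be highest at t20.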

Middle and late genes are maximally expressed at t20 and differ by the onset of expression (either just after t4 or t7, respectively). 

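The 10% limit gave 21 middle and 38 late T4 phage genes. With a limit of 5% there were 12 middle genes, and with 20% there were 31 middle and 48 late genes. With t4 R1, there were 16 middle and 35 late genes. Late genes had a median level of 2.10% of their highest at t1 and 1.40% at t4.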

We classified 21 middle and 38 late T4 phage genes, which overall encode structural phage proteins, viral release factors, and proteins associated with DNA replication. Overall, middle and late genes mediate processes that are important at the end of infection prior to phage particle release from the host cell [5,54] (Supplementary Table S2). Moreover, we also classified the small regulatory RNAs RNAC and RNAD – RNAs of yet unknown functions – as late RNAs, as reported earlier [19], and validated them by our Northern blot assay (Supplementary Figure S7b).

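Apart from tRNAs, the table holds 2 T4 phage RNA genes, T4s001 (70908 to 71046) and T4s002 (71053 to 71171), and does not say which of them is RNAC and which RNAD. T4s001 had 12.0% ± 2.32 of its highest mean TPM at t4 (SD, n = 2), 18.0% ± 3.23 at t7 and 100% ± 13.0 at t20 (SD, n = 3 each). T4s002 had 20.3% ± 1.73 at t4 (SD, n = 2), 26.6% ± 5.41 at t7 and 100% ± 13.0 at t20 (SD, n = 3 each). In t4 R1 the levels were 11.5% and 17.8%. Both therefore met the limit of 10% at t4, and both rose mainly between t7 and t20.

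**Figure D4:**
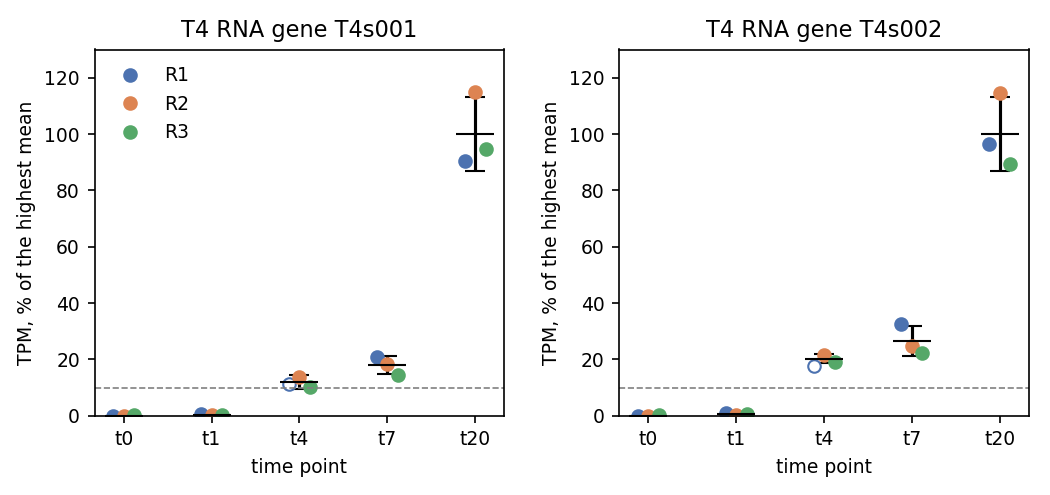
TPM of T4s001 and T4s002 in percent of the highest mean (vertical axes) at each time point (horizontal axes), with points for the libraries R1 to R3, dashes for the mean and bars for the SD. The dashed line is the limit of 10% and the open circle is t4 R1, which is not in the mean, and both means lie above the line from t4 on.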

In summary, we detected the well-established infection-phase-specific T4 phage gene expression that progresses from host cell reprogramming over DNA replication to phage assembly and host cell lysis, which is a common feature shared by other transcriptionally characterized phages [19,22,23].

### 3.4. Time-Resolved Dual-Proteome of T4 Phage Infection

The dynamics of the transcriptome usually correlate with the changes in the composition of the proteome. To systematically track the time course of changes in the quantity of proteins during the T4 phage infection of *E. coli*, we set out to apply proteomics. For this purpose, the total proteome was isolated from uninfected *E. coli* (t0) and 1 (t1), 3 (t3), 5 (t5), 8 (t8), 12 (t12), 20 (t20), and 30 (t30) min post-infection with T4 phage in biological triplicates (R1-R3) (Figure 3a). These time points cover the same infection phases as the ones analyzed in the transcriptomics experiment (t0–t20) and additionally include time point t30. The rationale of the latter is to capture the maximal possible number of T4 phage proteins via proteomics. 

Our proteomics workflow yielded a label-free quantified data set, allowing for the identification of 2572 proteins in total over the entire time course of infection. A total of 2326 proteins were assigned to *E. coli* and 246 to T4 phage. This results in 60% coverage of the known *E. coli* proteins and 85% of the annotated T4 phage proteins (Figure 3b,c) [5,55]. PCA and Pearson correlation revealed close clustering within biological replicates of the same time point, indicating the high consistency of the proteomics data (Supplementary Figures S9a, S10 and S11).

In order to determine the abundance of viral proteins during infection, we calculated the fractions of the LFQs contributed by T4 phage and *E. coli* over the time course of infection (Supplementary Figure S9b). During the infection, the LFQs are predominantly contributed by *E. coli* proteins. The fraction of the signals contributed by viral proteins increases throughout the course of infection, reaching its maximum of 14% at 30 min post-infection.

### 3.5. E. coli Proteome Remains Stable during T4 Phage Infection

Transcriptome analysis has shown that *E. coli* transcripts are predominantly degraded in response to T4 phage infection. To analyze the host’s response to phage infection on the level of the proteome, we examined the abundance of individual *E. coli* proteins. 

In contrast to *E. coli* transcripts, we did not observe significant changes in *E. coli* protein abundance, indicating their stability throughout infection (Figure 3e), which was additionally confirmed by an SDS-PAGE analysis of the total proteome throughout infection (Supplementary Figure S12). 

The first attempts to analyze the stability of host proteins during the infection with T4 phage were performed by Simon and Tomczak in 1978 [56]. They reported that the maintenance of protein stability is a specific feature of T4 phage infection. Other *E. coli* phages, such as T7 and T5, utilize their own RNA polymerases for viral gene expression; however, T4 phage uses the *E. coli* RNA polymerase for this purpose. This dependence of T4 phage on host proteins might result in the preservation of the host proteome during the infection, which can be observed in our data set [57,58,59]. The hijacking of crucial *E. coli* protein complexes, such as ribosomes or the RNA polymerase, allows T4 to start with the rapid production of its transcripts and proteins and to lyse its host in up to 30 min.

### 3.6. T4 Phage Protein Synthesis Is Temporally and Functionally Regulated

In contrast to the *E. coli* proteome, we detected a highly dynamic T4 phage proteome throughout infection (Figure 3c,f). Viral proteins were observed already 1 min post-infection, and the number of detected T4 phage proteins increased exponentially until t12. The maximal number of identified T4 phage proteins was reached already at 20 min post-infection and remained stable until t30, confirming the detection of the maximal number of phage proteins. We obtained a coverage of up to 85% of the T4 phage genome. Proteins that were not identified in our proteomics study were classified as early transcripts in our transcriptome data set (Supplementary Table S2) and belong to a class of uncharacterized/hypothetical proteins (e.g., ProtID P13322, ProtID P13322). The lack of detection for some proteins might be due to their low expression levels during the early phase of infection or their small sizes (e.g., ProtID P39249 (5 kDa)), which limit their detection via LC-MS. 

Our dual-proteome data set revealed the time-resolved onset of viral protein synthesis, confirming that T4 phage protein synthesis is a temporally highly regulated process (Figure 3e). A similar temporal regulation of protein biosynthesis has been observed in other studies characterizing viral proteomes, e.g., for marine phages [30,31]. 

In order to distinguish between temporal T4 phage protein classes (early (t0–t5), middle (t5–t8), and late (t8–t30)), we applied the same criteria as used for the classification of T4 phage transcripts. Briefly, we assigned T4 phage proteins to temporal groups based on the onset of protein detection (>10% of the maximal LFQ value of a specific protein). Based on this classification, we identified 61 early, 79 middle, and 105 late proteins (Figure 3d). We speculated that the temporal appearance of proteins could be linked to their functions, which we already observed on a transcriptome level. 

Among 61 assigned early T4 phage proteins, T4 phage-encoded HAFs and regulatory proteins were identified, including ModA, ModB, MotB, and Dmd [10,18,60,61]. This observation is consistent with the concept that early infection phases are dominated by host cell reprogramming/adaptation processes [19,22,26] (Supplementary Table S2). 

Furthermore, host-defense mechanisms are activated during the early phase of T4 phage infection. These include the inactivation of the host-derived proteases to prevent the degradation of the viral proteome [62]. In the genome of *E. coli,* more than 60 proteases and peptidases are encoded. In our data set, we identified 32 proteases and peptidases (Supplementary Table S3) expressed throughout phage infection. Most of them are involved in protein maturation and the cleavage of protein signal sequences and are described to be not of particular interest for phage infection [63,64]. However, two detected proteases were reported as crucial for infection: Lon protease and its predicted and uncharacterized homolog, LonH. In *E. coli*, Lon is responsible for cellular homeostasis, protein quality control, and metabolic regulation; however, it is also responsible for the selective degradation of short-lived regulatory proteins and abnormal proteins, such as the proteins of bacteriophages [65,66]. Our proteomics data reveal that Lon and LonH are consistently abundant during infection (Supplementary Table S3).

Nevertheless, T4 phage escapes Lon and potentially LonH activity by the expression of the Pin protein. The T4 phage Pin protein is described as a specific inhibitor of Lon [67]. The interaction of Pin and Lon leads to the complete inhibition of the degradation of T4 phage proteins [56]. Our data show that protease inhibitor Pin can be detected 3 min post-infection and that Pin appears to be 6.5-fold more abundant than Lon based on average LFQ values throughout infection (Supplementary Table S3). This provides novel insights into the regulation of host proteases by the T4 phage. Possibly by producing high amounts of antihost factors, such as Pin, the host’s phage defense by proteases is prevented.

A few T4 phage proteins involved in the metabolism of nucleic acids are also synthesized in the early phase of infection, such as the nucleases RegB and MobB, followed by other nucleases appearing at subsequent time points of infection (Supplementary Table S3). Nucleases are involved in the degradation of the host transcripts, which can be confirmed by our transcriptomics data set (Figure 1c). Their activity leads to the generation of building blocks for the synthesis of viral DNA and RNA, restricting *E. coli* gene expression at the same time, as described above. 

Besides HAFs and regulatory proteins, most early proteins (~70%) belong to a class of uncharacterized/hypothetical proteins. These uncharacterized proteins are primarily encoded in intergenic regions of the T4 phage genome [68]. Nevertheless, based on the functions of other early proteins, one may speculate that some of these uncharacterized proteins might be involved in host-hijacking or host-defense processes. 

In total, 79 T4 phage proteins meet the criteria for middle proteins (Supplementary Table S3). At the middle phase of the infection, the number of proteins that are involved in T4 phage DNA replication (gene 61 (DNA primase), gene 43 (DNA polymerase)) and its protection against host nucleases (a-gt, b-gt) strongly increases. This indicates that infection proceeds from host adaptation (early phase) towards phage DNA replication (middle phase).

Finally, 105 T4 proteins were classified as late proteins. This class is mainly comprised highly abundant structural proteins and proteins involved in phage assembly and packaging, whose activity results in the formation and release of T4 phage progeny upon host lysis (Supplementary Figure S13, Supplementary Table S3). 

Altogether, the data collected in this study confirm the previously assumed temporally resolved and overall highly organized T4 phage protein biosynthesis [29]. The temporal organization of the T4 phage proteome matches a clear pattern from early host cell reprogramming to DNA replication in the middle infection phase, ending with phage assembly and release. In addition, a direct link between the point in time of protein appearance and its function can be made. This fact might be beneficial for the elucidation of the biological functions of numerous uncharacterized T4 phage proteins that appear at various stages of infection.

### 3.7. Correlation of Transcriptomics and Proteomics Data Implicates Post-Transcriptional Mechanisms Governing T4 Phage Gene Expression

Our dual-transcriptomics and -proteomics study of T4 phage infection with *E. coli* revealed the temporal control of RNA transcription and degradation as well as protein synthesis during infection. On the transcriptomic level, it stands out that host RNAs are predominantly degraded during infection, including the large group of host mRNAs, whereas host proteins remained rather stable. Thus, host mRNA translation appears to be rapidly shut-off upon T4 phage infection. Mechanistically, it seems reasonable that the T4 phage takes over the entire transcription capacities of the host whilst harnessing the existing cellular protein machinery, such as the gene expression apparatus for its propagation. 

Whilst *E. coli* gene expression lacks temporal up- and downregulation patterns during infection, we observed the synthesis and degradation of T4 phage transcripts as well as the controlled onset of T4 phage protein synthesis in distinct infection phases. The power of our dual-omics approach not only enabled us to track time-resolved gene expression during infection but also allowed us to infer specific already-studied gene regulatory cascades within T4 phage infection. Here, we demonstrate the temporal order of T4 phage gene expression events for specific examples well-described in the literature. Conceptually, early T4 phage gene products mediate the transition to middle gene expression, which in turn activates the late infection phase (Figure 4).

For instance, the induction of the expression from T4 middle promoters is partially mediated by the MotA protein—an early gene product also classified as such in our data [69,70]. 

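*motA* (T4p262, 162967 to 163602) had 9.998% ± 3.30 of its highest mean TPM at t1 (SD, n = 3) and its highest level, 6032 TPM, at t4. Just under the limit of 10% at t1, its onset by this rule was 4 min, and it was 1 min without t1 R1, without t1 R2 or without t4 R3. *rIIB* (T4p278, 167965 to 168903) had 0.0412% ± 0.0185 at t1 (SD, n = 3) and 14.3% ± 7.64 at t4 (SD, n = 2), and 17.6% in t4 R1, before its highest level at t7. Its onset was 4 min, and 7 min without t4 R2.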

We observed the coordinated onset of *motA* gene transcription (transcriptome, t1) and translation (proteome, t1) early during infection followed by the expression onset of the *rIIB* gene—controlled by a T4 middle promoter—approximately 3 min afterwards (transcriptome, t4; proteome, t5) (Figure 4a). Similarly, production of AsiA—the co-activator of middle transcription during T4 phage infection [17,71]—is detected at early time points in our data sets (transcriptome, t1; proteome, t1-t3). On the other hand, late T4 phage transcription requires a sigma factor composed of the proteins gp55 and gp33 [72,73]. In addition to the gp55–gp33 complex, the transcriptional activator gp45 is required to initiate the transcription from the late phage promoters [74,75]. 

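*asiA* (T4p255, 160878 to 161150) had 11.6% ± 4.14 of its highest mean TPM at t1 (SD, n = 3), 100% ± 6.80 at t4 (SD, n = 2) and 23.1% ± 1.00 at t20 (SD, n = 3). Its onset by the 10% limit was 1 min, and 4 min without t1 R3.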

As a consequence, late gene products are formed, which mainly fulfil roles in DNA packaging and capsid assembly. 

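At t1, genes 33 (T4p246), 45 (T4p051) and 55 (T4p065) had 0.0246% ± 0.00459, 0.0422% ± 0.00674 and 0.188% ± 0.0689 of their highest mean TPM (SD, n = 3 each). At t4 they had 41.6% ± 9.24, 39.4% ± 9.58 and 60.5% ± 5.65 (SD, n = 2 each), and 30.7%, 34.6% and 55.5% in t4 R1. By the limit of 10%, their onset was 4 min, and no library left out in turn moved it. The level at t1 corresponded to 0.908 TPM for gene 33, 3.65 TPM for gene 45 and 10.1 TPM for gene 55, against at most 0.0711, 0.199 and 0.0432 TPM in t0 R1 and t0 R2. In t0 R3 they had 2.52, 3.46 and 8.20 TPM, above gene 33 in each library of t1 and above genes 45 and 55 in some. Genes 33 and 45 were highest at t7 and gene 55 at t20.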

On both transcriptome and proteome levels, we detected the expression of the activators of late transcription—gp33, gp45, and gp55 (each: transcriptome, t1; proteome, t5)—in the early and middle phases of infection (Figure 4b,c). Upon the presence of all three gene products, we observed the expression of late genes, such as *alt* (transcriptome, t7; proteome, t8), whose gene product is part of the mature T4 phage progeny [76] (Figure 4b) or *68* (transcriptome, t7; proteome, t12), encoding a structural phage head protein [77] (Figure 4c). This emphasizes that our time-resolved dual-transcriptomics and -proteomics approach can reproduce T4 phage gene regulatory cascades (Figure 4d), which in combination contribute to phage assembly and release. 

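*alt* (T4p200, 123454 to 125502) had 3.997% ± 3.06 of its highest mean TPM at t4 (SD, n = 2), 34.1% ± 8.73 at t7 and 100% ± 16.8 at t20 (SD, n = 3 each), with an onset of 7 min. Gene 68 (T4p171, 103023 to 103448) had 0.765% ± 0.480 at t1, 0.747% ± 0.441 at t7 and 100% ± 14.3 at t20 (SD, n = 3 each). It reached the limit of 10% only at t20, with 126 TPM at t7 and 16879 TPM at t20.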

Importantly, the above-described gene expression cascades were reported in previous studies with the focus on these particular proteins only [69,70,74,75]. In contrast to these highly valuable but laborious biochemical studies, our data enable the investigation of possibly any gene expression cascade during T4 phage infection simultaneously on the transcriptome and proteome levels. To enable broad community access to these correlated data sets, we designed a user-friendly web application (POTATO4) to retrieve transcriptome and proteome information for T4 phage and *E. coli* genes of interest. Thereby, we hope to provide a valuable resource to build and support hypotheses and biochemical studies on T4 phage infection regulation and related subjects. 

In addition, we set out to compare our transcriptome- and proteome-based classifications of T4 phage genes to obtain an overall impression of the correlation between the T4 phage transcriptome and proteome. To our surprise, we detected a large discrepancy between the fractions of T4 genes assigned to the individual infection phases. 

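By the onset of their transcripts in the deposited TPM values, 216 T4 phage genes were early, 21 middle and 38 late. For 231 of the 275 genes, Supplementary Table S2 gives the paper's class from protein levels, with 60 early, 78 middle and 93 late genes.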

Most genes were classified as early transcripts based on our transcriptomics data, whereas our proteome-based classification yielded a comparably even distribution among T4 phage gene classes (Figure 4e–g). Thus, early T4 mRNAs encode early, middle, as well as late T4 proteins (Figure 4e). This is also emphasized in T4 genomic maps showing that clusters of early transcripts contribute to all classes of T4 phage proteins (Supplementary Figure S14). 

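Of the genes with an early transcript and a class from protein levels in Supplementary Table S2, the protein was early for 60, middle for 75 and late for 42. The protein classes are the paper's. With t4 R1, 50 genes had an early transcript and a late protein. On the scale with a common total of T4 phage genes, the number with a late protein was 93, because all genes then counted as early.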

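Genes with late proteins in Supplementary Table S2 had an early transcript in 42 cases, a middle one in 16 and a late one in 35. Of the late transcripts with a class from protein levels, all 35 had a late protein. Of the middle transcripts, 3 had a middle protein and 16 a late one.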

Late proteins are derived from all classes of T4 mRNAs (Figure 4e–g), while all late mRNAs only encode for a subset of late T4 proteins (Figure 4g). This discrepancy may be based on the expression principles of early T4 mRNAs in our transcriptomic data. 

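Of the T4 phage genes classified as early, 23 had at least 10% of their highest mean TPM at t1, and the other 193 first reached it at t4. At t1, 146 of the 216 lay above every uninfected library in each of the 3 libraries. Without t0 R3, which held more T4 phage reads than the other uninfected libraries, 213 did, a comparison chosen after the values were seen.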

For all early RNAs, moderate expression is detected already early during infection. However, early RNAs diverge into two distinct sets—one set with an expression peak in the early or middle infection phase and another set with a constitutively increasing expression to the end of the infection (Figure 2c). 

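Of the genes with early transcripts, 42 rose at every step from t1 to t20, out of 51 with their highest level at t20. Early genes in the upper quartile kept at least 96.0% of their highest level at t20, and those in the lower quartile at most 18.2%.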

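Of the T4 phage genes with an early transcript and a late protein in Supplementary Table S2, 2 had their highest mean TPM at t4, 12 at t7 and 28 at t20. Of those with an early transcript and an early protein, 43 were highest at t4, 14 at t7 and 3 at t20.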

The finding of early mRNAs giving rise to late proteins (summarized in Supplementary Table S4) is in good agreement with the scientific concept of the post-transcriptional regulation of T4 phage gene expression, which has previously been built on reductionist biochemical studies [16,19]. Here, we were able to characterize this phenomenon globally. Still, it remains to be investigated how the entirety of early T4 mRNAs are regulated on a post-transcriptional and translational level to be translated late during infection. So far, it is well established that RegB specifically degrades early transcripts to shut down their translation [17,78]. This could also apply to the transcripts of late genes, which are transcribed early during infection.

In order to further elucidate reasons for discrepancies in the temporal appearance of phage transcripts and respective proteins, translational regulatory factors, such as the position and composition of the Shine–Dalgarno sequence, the involvement of ribosome-binding proteins, or the presence of riboswitches, still need to be studied in detail in future studies.

## 4. Conclusions

In this work, we described the first time-resolved dual-transcriptome and -proteome study of the T4 phage infection of *E. coli*, allowing for comprehensive molecular insights into the infection process. In this study, we confirmed that *E. coli* transcriptome is largely degraded during the infection, including both mRNAs and host tRNAs. Intriguingly, we identified four *E. coli* non-coding RNAs, which appear to possess unexpected stability throughout the infection. In stark contrast to the dual-transcriptome, the proteome of the host remains stable throughout infection, probably due to the utilization of the *E. coli* proteins by the T4 phage. Moreover, we could gain insights into the transcriptome and—for the first time—the comprehensive proteome of T4 phage infection, demonstrating the temporal control of T4 phage genes on two levels of gene expression. Correlating the phage transcriptome and proteome showed that specific T4 phage mRNAs and proteins are temporally decoupled, suggesting post-transcriptional and translational regulation mechanisms. Thus, we obtained the first global picture of T4 phage infection on the levels of gene expression, focusing on the phage and the host. Our data are in good agreement with multiple studies dedicated to the gene expression regulation of T4 phage infection. 

Moreover, we speculated that the temporal appearance of T4 phage proteins might be linked to their function. Surprisingly, one-third of T4 phage proteins are annotated as uncharacterized/hypothetical proteins. Based on our data sets, these hypothetical proteins might be functionally classified.

Thereby, this work is a valuable resource for future studies focusing on yet unexplored phage–host interactions and gene regulatory events during T4 phage infection. Moreover, this work exemplifies the power of time-series transcriptomics and proteomics to obtain a comprehensive understanding of gene expression during phage infection. Our data sets can explain observed changes in protein and transcript abundances and provide insights into the causal flow of molecular information during phage infection.

## Figures and Tables

**Figure 1:**
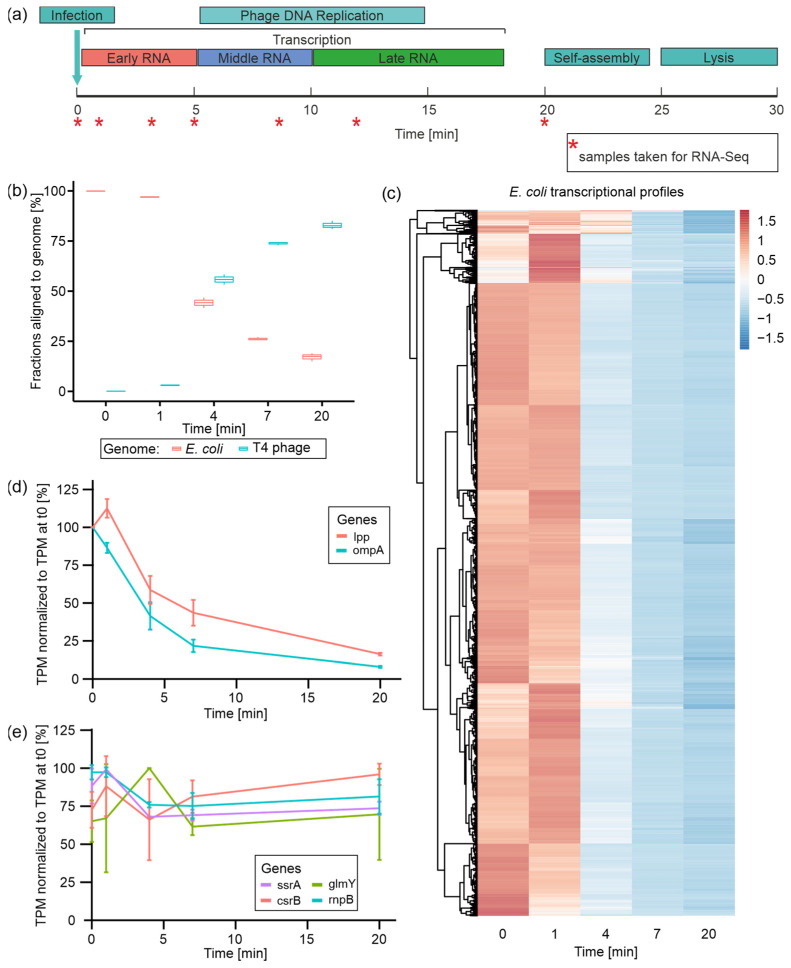
Time-resolved dual-RNA-Seq of T4 phage infection and the fate of host (*E. coli*) transcripts. (**a**) Schematic illustration of infection-phase-specific gene expression during T4 phage infection and indicated time points at which samples for dual-RNA-Seq have been taken. (**b**) Fractions of reads aligned to either *E. coli* or T4 phage genome over the time course of T4 phage infection calculated on the basis of TPM-normalized reads. (**c**) Heatmap of all *E. coli* genes’ TPM values normalized by z-score over the time course of infection. Genes are clustered according to expression profiles. (**d**) Plots of lpp and ompA mRNA levels over the time course of infection based on mean TPM values normalized to TPM value in uninfected *E. coli* (t0) [=100%] for each RNA. (**e**) Plots of transcript levels of four comparably stable *E. coli* transcripts over the time course of infection based on mean TPM values, which were normalized to TPM value in uninfected *E. coli* (t0) [=100%] for each RNA.

**Figure 2:**
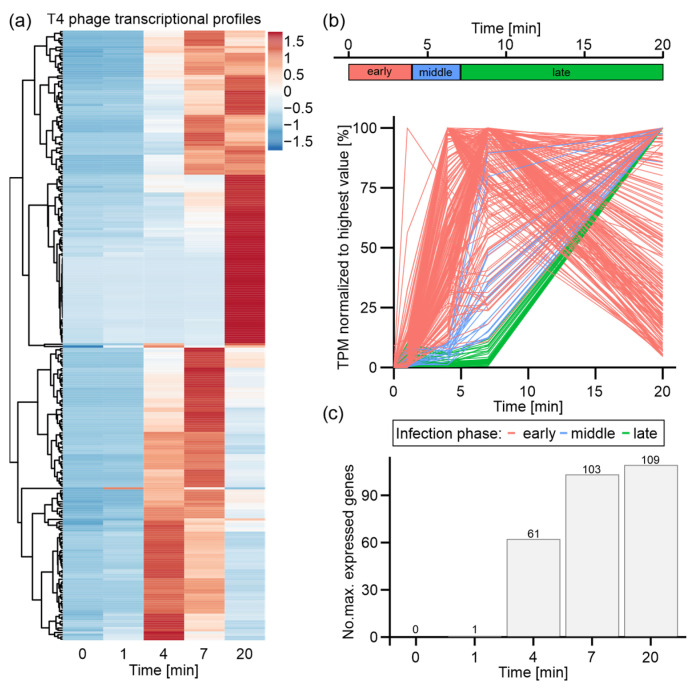
Expression and classification of T4 phage genes during infection of *E. coli*. T4 phage genes with mean TPM value below 1 were excluded from all analyses. (**a**) Heatmap of all T4 phage genes over time course of infection based on z-score-normalized TPM values. (**b**) Criteria for the classification of T4 phage genes: early (red), middle (blue), and late (green) based on the time frame of the onset of expression and maximal expression values (upper panel). Plots of all T4 phage genes over time course of infection based on mean TPM values normalized to the highest mean TPM value of each gene (lower panel). Genes colored by classification based on criteria depicted in upper panel. (**c**) Quantification of maximum expression of T4 phage genes per time point of infection.

**Figure 3:**
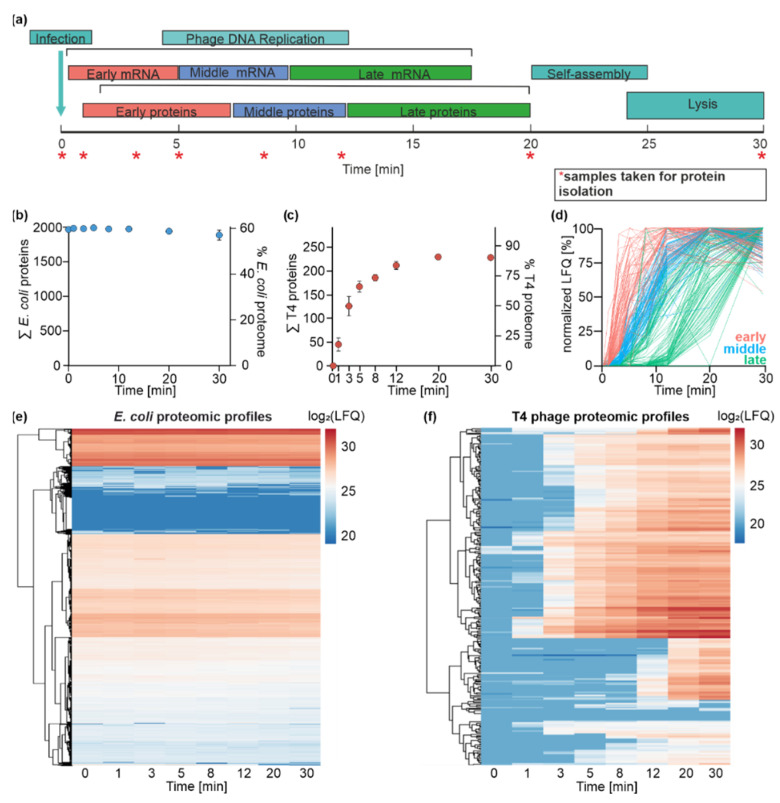
Time-resolved dual-proteome of T4 phage infection of *E. coli*. (**a**) Schematic illustration of infection-phase-specific gene expression during T4 phage infection. The time points at which samples were collected for the dual-proteome are indicated with an asterisk. (**b**) Monitoring of *E. coli* proteins over the time course of infection. The left *y*-axis identifies the absolute number of detected proteins, and the right *y*-axis depicts the coverage of the annotated *E. coli* proteome (*n* = 3). *E. coli* proteome is not significantly altered throughout the infection process. (**c**) Monitoring of T4 phage proteins over the time course of infection. The left *y*-axis identifies the absolute number of detected proteins, and the right *y*-axis depicts the coverage of the annotated T4 phage proteome (*n* = 3). The diversity of the T4 phage proteome increases throughout the infection. After 20 min, 85% of annotated T4 phage proteins are identified. (**d**) Assignment of T4 phage proteins to specific temporal groups. Criteria for the classification of T4 phage proteins are shown in the graph: early (red), middle (blue), and late (green) based on the time frame of the onset of protein detection and its maximal abundance values. Plots of all T4 phage proteins over the time course of infection based on mean MaxQuant LFQ values normalized to the highest mean LFQ value of each protein. Proteins are colored by classification based on their temporal appearance (*n* = 3). (**e**) Heatmap representation of the clustered *E. coli* protein abundance over the time course of infection based on log2-transformed LFQ values (*n* = 3). (**f**) Heatmap representation of T4 phage protein log2-LFQ intensity over the time course of infection (*n* = 3).

**Figure 4:**
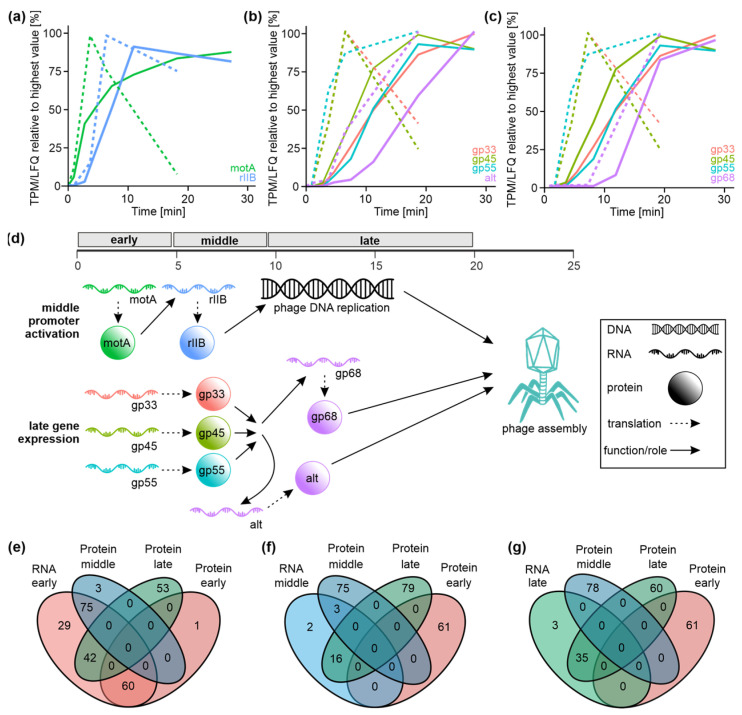
Analysis of correlation of transcriptome and proteome data of T4 phage infection. (**a**–**c**) Examples of the gene expression regulation during T4 phage infection based on the transcriptome (dashed line) and proteome data (continuous line). (**a**) Example of MotA expression which activates middle transcription of the *rIIB* gene. (**b**,**c**) Expression of the activators of late transcription—gp33, gp45 and gp55 triggers late expression of Alt (**b**) and gp68 (**c**). (**d**) Schematic representation of selected gene regulatory cascades during T4 phage infection. A similar color code as shown in (**a**–**c**) was applied. Infection-phase-specific transcripts and proteins are shown in the order of their appearance during infection based on the data shown in (**a**–**c**). Arrows indicate the transition between gene regulatory and molecular events. (**e**–**g**) Venn diagrams displaying overlaps of T4 phage gene classes based on proteome data with either early genes (**e**), middle genes (**f**) or late genes (**g**) derived from transcriptome data set.

## Data Availability

Raw RNA-Seq data is deposited in GEO and accessible via identifier GSE211026. The MS Raw data can be accessed via the PRIDE/ProteomeXchange consortium under the project identifier PXD035873. POTATO4 is a user-friendly web application and accessible via https://rshiny.gwdg.de/apps/potato4/.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/v14112502/s1, Figure S1: Fractions of *E. coli* tRNAs and rRNAs among all reads in all samples; Figure S2: Total RNA concentration per time point and replicate after RNA isolation; Figure S3: Principal component analysis of dual-transcriptome RNA-Seq samples; Figure S4: Global degradation of host transcripts during T4 phage infection; Figure S5: Time-resolved expression of transfer RNAs during T4 phage infection; Figure S6: Read coverage on genes of comparably stable *E. coli* transcripts during T4 phage infection; Figure S7: Northern blot analysis of *E. coli* and T4 phage transcripts during infection; Figure S8: Differential expression of *E. coli* genes during the early phase of infection; Figure S9: Initial analysis of the time-resolved dual-proteome of T4 phage infection of *E. coli*; Figure S10: Analysis of the correlation between all proteomics samples of this study; Figure S11: Normalized histograms of LFQ values contributed by phage and host; Figure S12: SDS-PAGE analysis of the *E. coli* and T4 phage proteome over the time course of infection; Figure S13: Relative abundance of T4 phage proteins from different functional groups; Figure S14: Genomic maps of T4 phage genome based on transcriptomic- and proteomic-based classifications of T4 phage genes; Table S1: DESeq2 analysis of RNA-Seq data; Table S2: Summary of the identified and classified T4 phage transcripts and proteins; Table S3: MaxQuant protein groups; Table S4: T4 phage genes grouped by transcriptome- and proteome-based classification and their corresponding GO terms.

# Supplementary material for: Integrated Omics Reveal Time-Resolved Insights into T4 Phage Infection of E. coli on Proteome and Transcriptome Levels
**Source:** Viruses. 2022 Nov 12;14(11):2502. doi: 10.3390/v14112502
**Supplement:** Supplementary file 1

## Supplementary Information

# Integrated Omics Reveal Time-Resolved Insights into T4 Phage Infection of E. coli on Proteome and Transcriptome Levels

Maik Wolfram-Schauerte<sup>1,†</sup>, Nadiia Pozhydaieva<sup>1,†</sup>, Madita Viering<sup>1</sup>, Timo Glatter<sup>1</sup>, Katharina Höfer<sup>1,\*</sup>

† These authors contributed equally to this work.

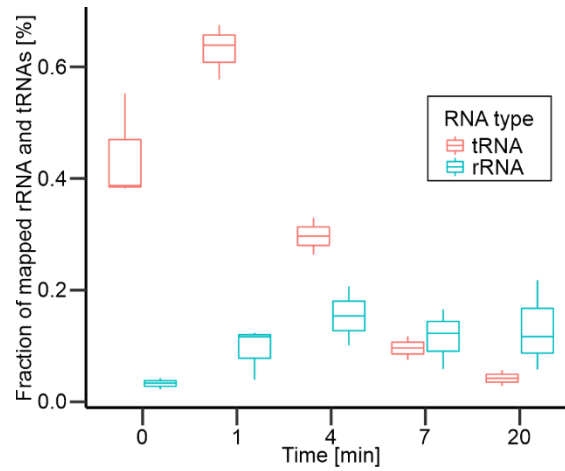

**Supplementary Figure S1:** Fractions of *E. coli* tRNAs and rRNAs among all reads in all samples.

Fractions of *E. coli* rRNAs (22, blue) and *E. coli* tRNAs (84, red) among all reads per sample were calculated from TPM normalized count data and visualized in a boxplot. Fractions of respective RNA groups are shown for each time point (0 min (before infection) and 1, 4, 7, 20 min post infection). Data at each time point is based on TPM values from biological triplicates (n = 3).

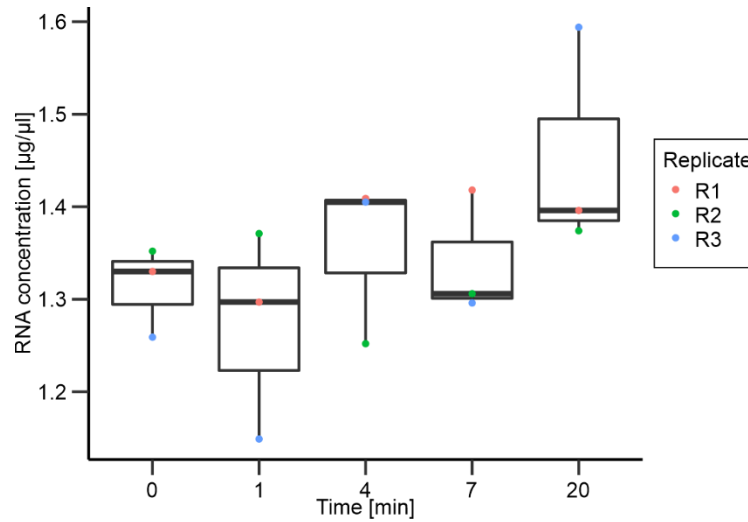

**Supplementary Figure S2:** Total RNA concentration per time point and replicate after RNA isolation.

Total RNA was isolated, DNase I digested and resuspended in 200 µl RNase-free water. RNA concentrations were determined with the NanoDrop. Here, the concentrations are presented in a boxplot in order to visualize overall RNA yields for all samples [µg/µl]. RNA samples reflect the total RNA of T4 phage infection at 0 (before infection) and 1, 4, 7 and 20 min post-infection in biological triplicates (n = 3).

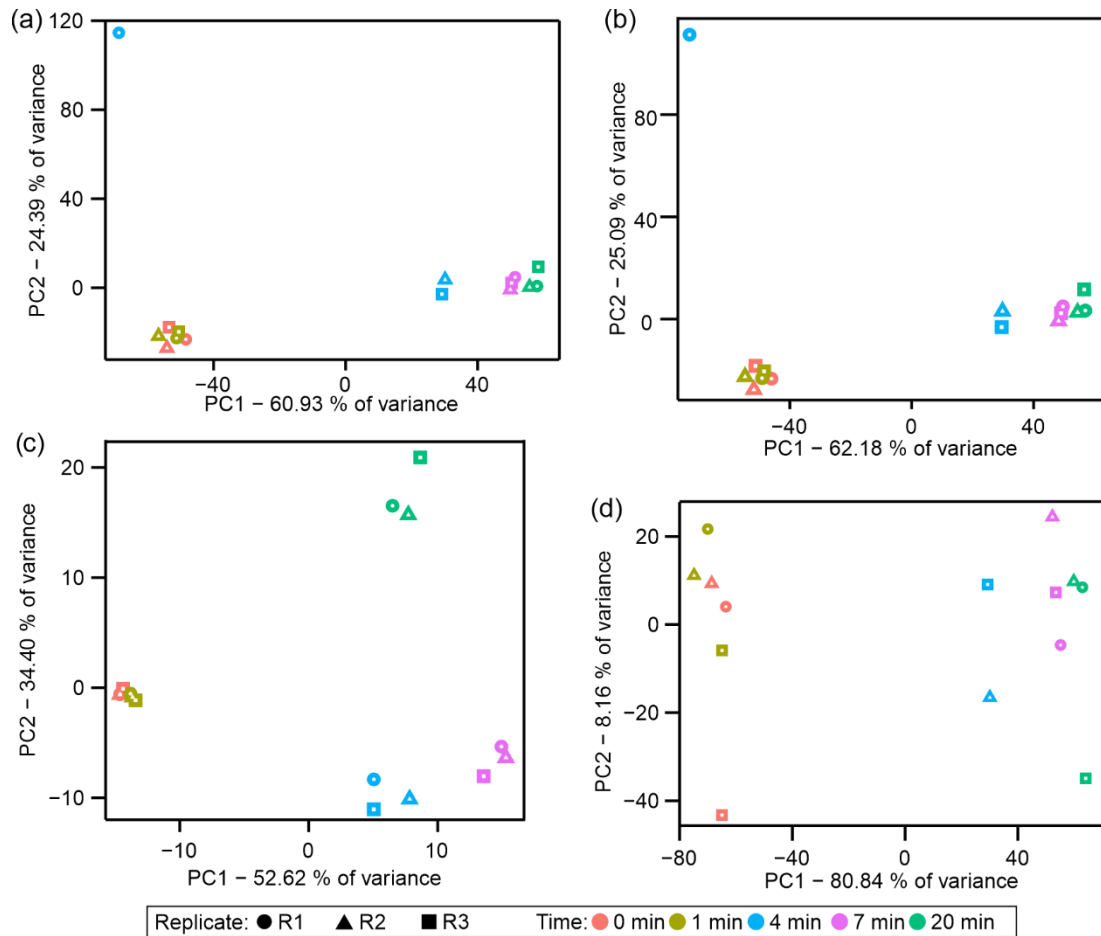

**Supplementary Figure S3:** Principal component analysis of dual-transcriptome RNA-Seq samples.

Principal component analysis (PCA) of RNA-Seq samples based on read counts for *E. coli* and T4 phage genes. PCA analysis is shown for TPM normalized read counts for *E. coli* and T4 phage genes (a), *E. coli* genes only (b) and T4 phage genes only (c). Replicate 1 from 4 min time point (t4 R1) showed large discrepancies in *E. coli* gene expression compared to all other samples (a, b), whereas expression of T4 phage genes was in-line with the other replicates 2 and 3 from t4 (c). Thus, t4 R1 was excluded from further analyses which resulted in close clustering of replicates of the same time points in PCA of TPM normalized read counts for *E. coli* and T4 phage genes (d). 

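Without t4 R1, PC1 and PC2 held 80.8% and 8.16% of the variance between the 14 libraries. With *E. coli* genes only, all 15 libraries gave 62.4% and 25.1%, and with T4 phage genes only 52.6% and 34.4%. Across T4 phage genes, Spearman's rho of t4 R1 with the 2 other replicates of t4 was 0.986 in both pairs, and Pearson's r of log2(TPM + 1) was 0.957 and 0.956, against 0.988 between those replicates. The other 10 pairs of infected replicates had a rho from 0.917 to 0.994 and an r from 0.916 to 0.996.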

Each PCA was performed on the basis of TPM normalized reads. Color indicates time point of infection, shape determines replicate. Principal components 1 (PC1) and 2 (PC2) with respective explained fraction of data variance are presented on x- and y-axis.

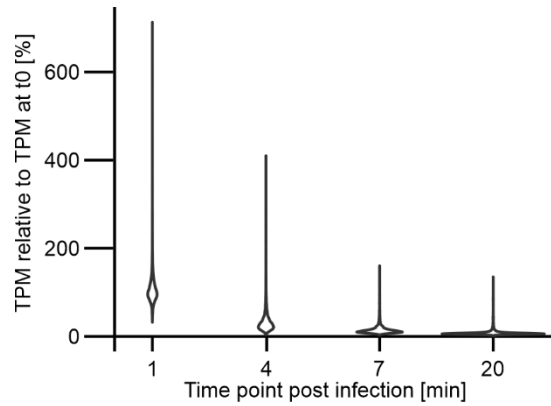

**Supplementary Figure S4:** Global degradation of host transcripts during T4 phage infection.

*E. coli* transcript degradation monitored with violin plots. Per time point (1, 4, 7 and 20 minutes post infection) the TPM for each *E. coli* gene and replicate were normalized by their mean TPM values at t0 (0 min post infection, uninfected *E. coli*). The violin plots display the distribution of these fractions per gene and time point post infection showing a decline of TPM values relative to t0. Calculations are based on mean TPM values from biological triplicates (n = 3) except for 4 min post-infection, where only duplicates (n = 2) were considered.

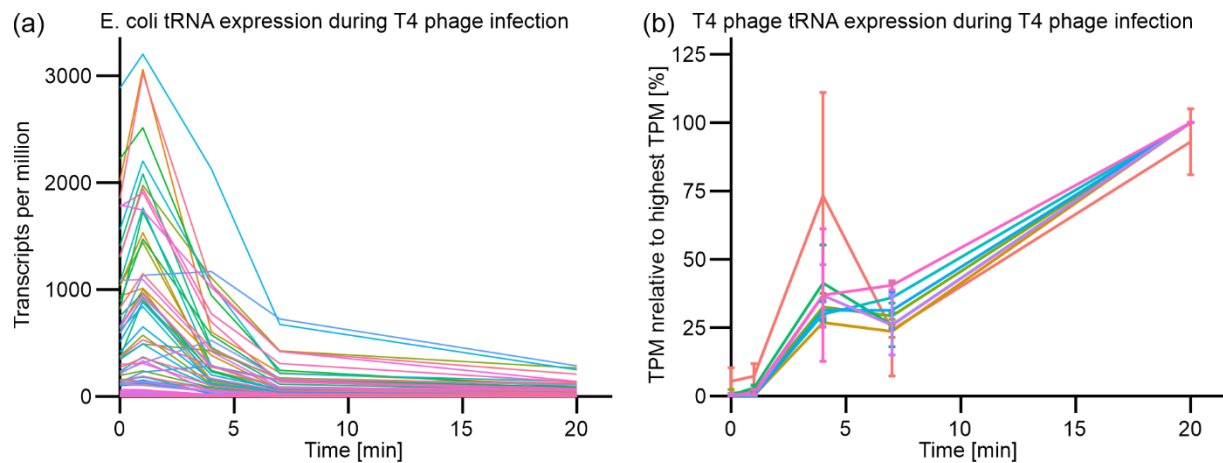

**Supplementary Figure S5:** Time-resolved expression of transfer RNAs during T4 phage infection.

**a)** Expression of transfer RNAs (tRNAs) derived from the host *E. coli* during T4 phage infection plotted as nominal mean TPM values which were calculated on the basis of TPM values from biological triplicates ( $n = 3$ ; except for 4 min post infection,  $n = 2$ ). **b)** Expression of T4 phage tRNAs over the time course of infection measured as the fraction of TPM values relative to the highest TPM value per replicate per T4 phage tRNA. Data points represent mean, normalized TPM values, errorbars are based on the standard deviation of data in biological triplicates ( $n = 3$ ; except for 4 min post infection,  $n = 2$ ). 

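Relative to their highest mean TPM, the 8 T4 phage tRNAs had a median level of 0.942% at t1, 33.7% at t4, 27.7% at t7 and 100% at t20. At t7 they ranged from 23.6% to 40.5%. T4 phage tRNAs are encoded between 71173 and 72530 of the phage genome.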

Each color represents a single tRNA from either *E. coli* or T4 phage.

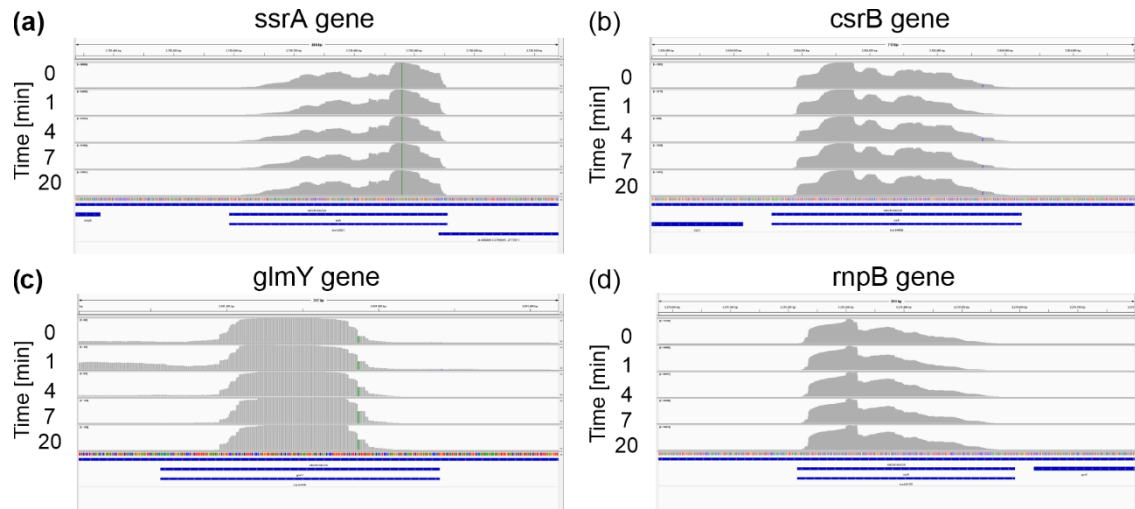

**Supplementary Figure S6:** Read coverage on genes of comparably stable *E. coli* transcripts during T4 phage infection. Read coverage on genes encoding for comparably *E. coli* stable transcripts under T4 phage infection. Coverages are depicted for all time points (0, 1, 4, 7 and 20 minutes) based on data for replicate 2 (R2) for the genes *ssrA* (a), *csrB* (b), *glmY* (c) and *rnpB* (d). Coverage visualization was performed using the Integrative Genomics Viewer at default settings.

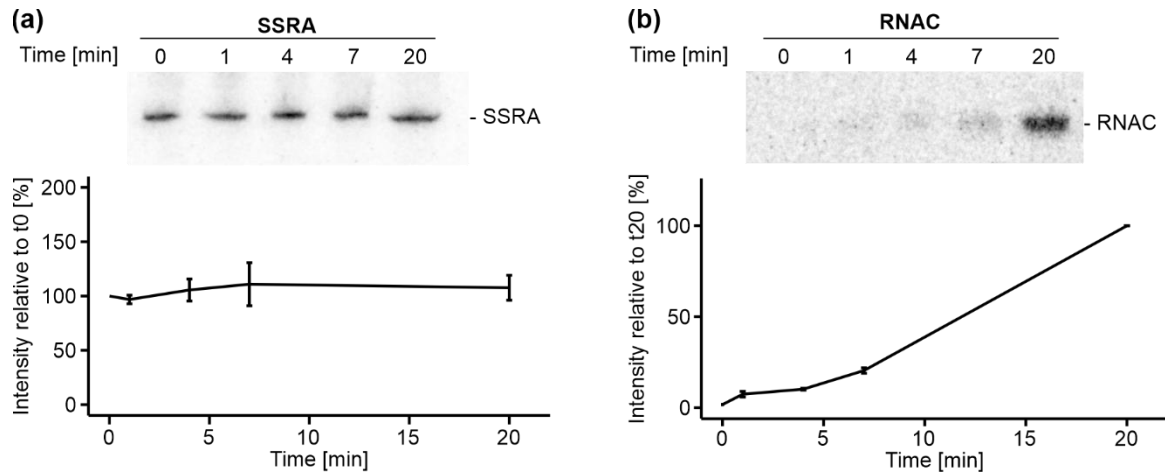

**Supplementary Figure S7:** Northern blot analysis of *E. coli* and T4 phage transcripts during infection. Northern blot analysis of SSRA transcripts over the time course of T4 phage infection at 0 min (before infection) and 1, 4, 7 and 20 minutes post infection shown for the *E. coli* SSRA transcript (**a**, upper panel) and the T4 phage sRNA RNAC (**b**, upper panel). Northern blot analysis was performed with 10 µg total RNA per time point. Band intensities were quantified using ImageLab 6.1 and normalized to either t0 (SSRA, **a**, lower panel) or t20 (RNAC, **b**, lower panel). Plots of normalized band intensities are based on three (n = 3, SSRA) or two (n = 2, RNAC) independent biological replicates of the Northern blots.

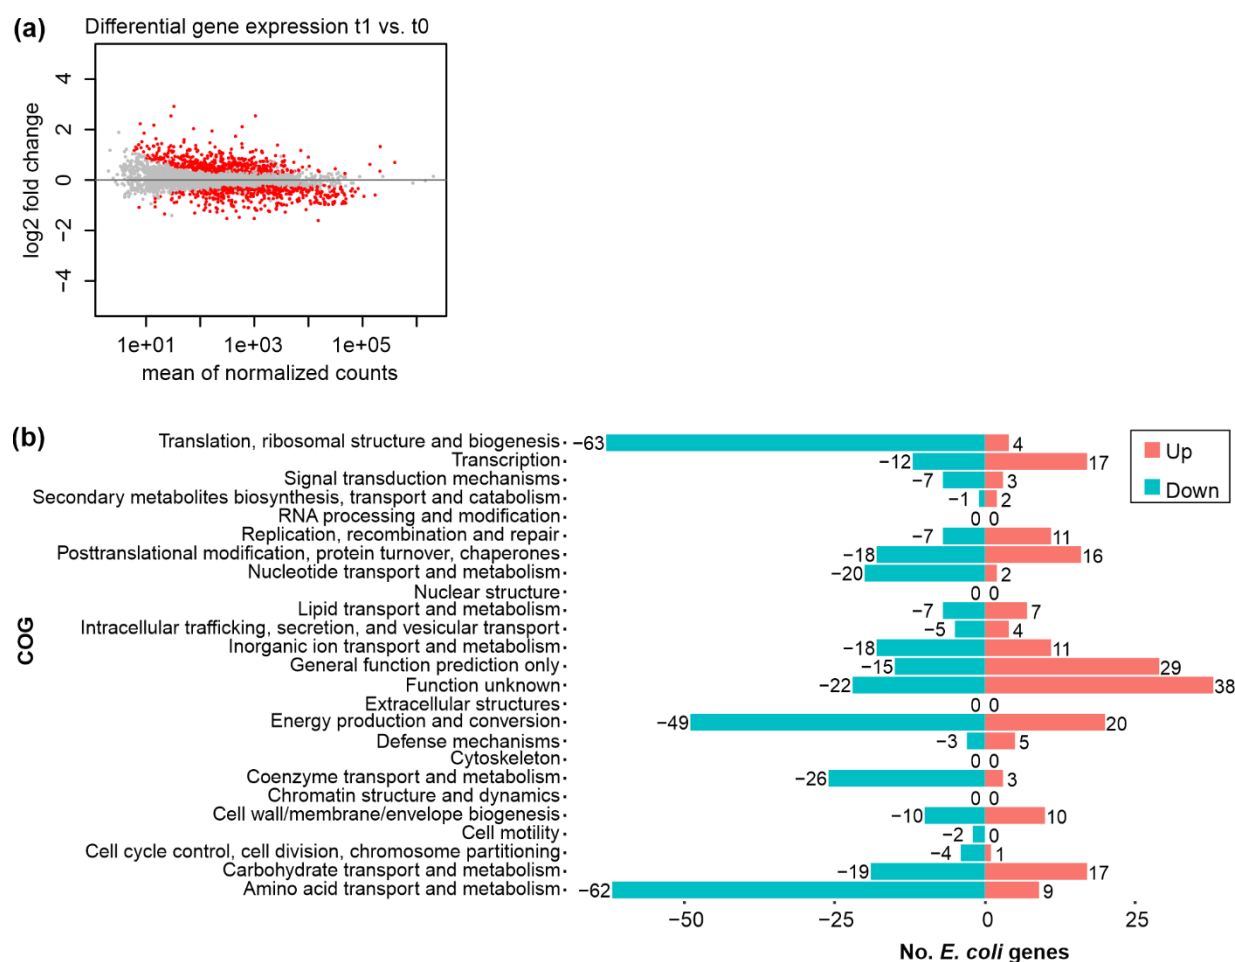

**Supplementary Figure S8:** Differential expression of *E. coli* genes during the early phase of infection.

**a)** MA plot showing log<sub>2</sub> fold changes of *E. coli* genes at 1 min post-infection compared to 0 min time point. Genes differentially expressed (LFC > 0 or < 0 and adjusted p-value < 0.05) are colored red. Differential expression analysis was performed with DESeq2. Therefore, T4 phage genes were removed from raw read count data, a pseudocount (0.5) was added and low expression and rRNA genes were removed for DESeq2 analysis. **b)** Assignment of significantly, differentially expressed *E. coli* genes to Clusters of Orthologous Groups (COGs) differentiating downregulated (cyan) or upregulated (red) *E. coli* genes during the early phase of T4 phage infection (1 min post-infection). 

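The 0.5 reads that were added to each gene also enter the deposited TPM values, so that a gene without reads has a TPM above 0. Of the genes of Supplementary Table S1 tested here, 883 had an unadjusted p under 0.05 in limma on the deposited values, and 631 were among the genes called with the replicate number as a block. Genes called here and not in that table numbered 5.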

The bar height determines the number of differentially expressed assigned to the respective COG.

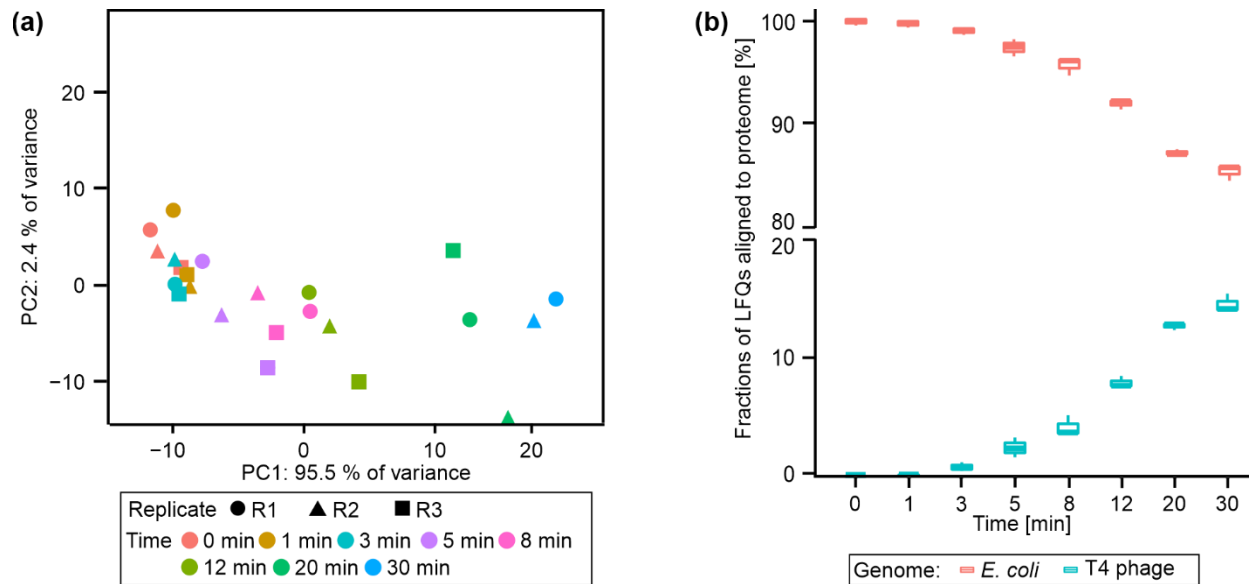

**Supplementary Figure S9:** *Initial analysis of the time-resolved dual-proteome of T4 phage infection of E. coli.* **a)** Principle component analysis (PCA) of proteomics samples based on LFQ values for individual *E. coli* and T4 phage proteins. The color indicates the time point of infection, the shape determines the replicate. Principal components 1 (PC1) and 2 (PC2) with a respective explained fraction of data variance are presented on the x- and y-axis. A close clustering of biological replicates per time point is observed (n = 3). **b)** Fractions of LFQ values derived from either the *E. coli* or the T4 phage proteome relative to the sum of all LFQ values per sample over the time course of T4 phage infection, based on biological triplicates (n=3).

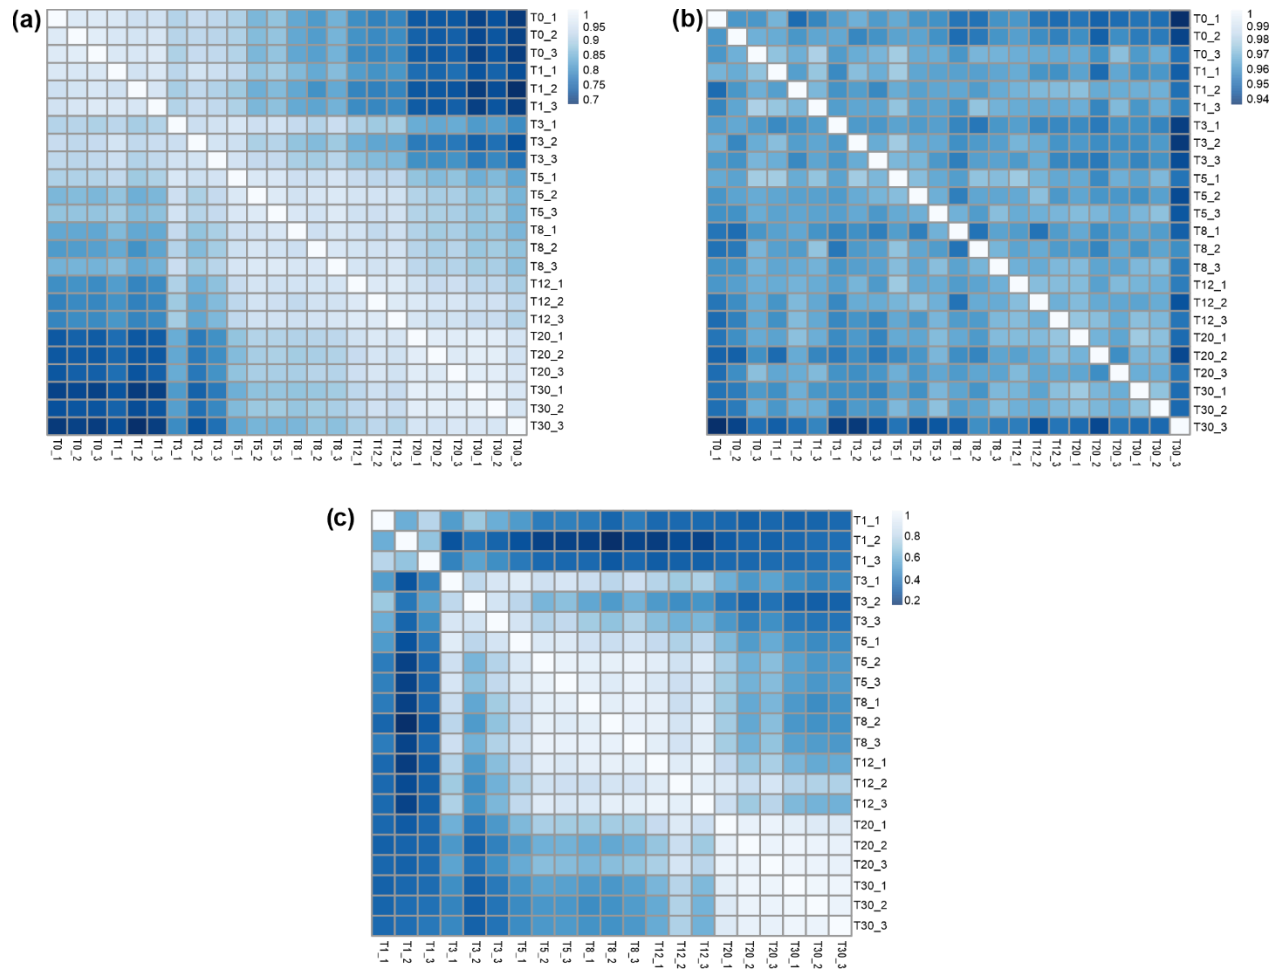

**Supplementary Figure S10:** Analysis of the correlation between all proteomics samples of this study. **a)** Pearson correlation between not processed samples (Pearson correlation coefficient: 0.7-1) presented in a heatmap. **b)** Pearson correlation between the analyzed samples in regard of *E. coli* proteins only presented in a heatmap. Low variation in Pearson correlation coefficient (0.94-1) confirms the stability of the *E. coli* proteome. **c)** Pearson correlation between the analyzed samples in regard of T4 phage proteins only presented in a heatmap. High variation in the Pearson correlation coefficient (0.2 -1) is in accordance with the dynamic expression of the T4 phage proteins. Samples are abbreviated by combining the respective time point (e.g. T12 = 12 min post-infection) and the biological replicate (e.g. R2 = replicate 2) to, e.g. T12\_R2.

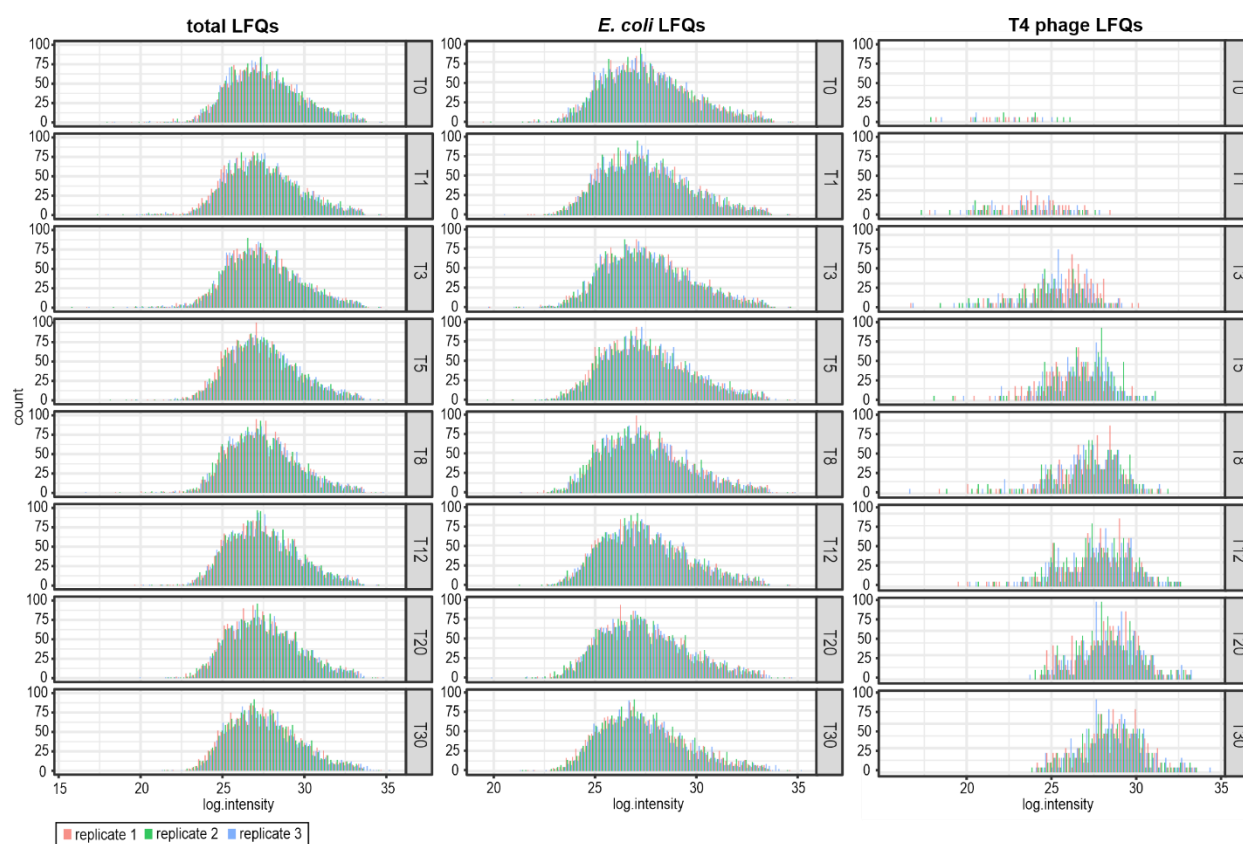

**Supplementary Figure S11:** *Normalized histograms of LFQ values contributed by phage and host.* Histograms of LFQ values are shown for all time points (T0, T1, T3, T5, T8, T12, T20, T30; e.g. T12 = 12 min post-infection) including all biological replicates (n = 3) per time point. Histograms are shown for all *E. coli* and host proteins (left panel), *E. coli* proteins only (middle panel) and T4 phage proteins only (right panel). All the histograms show normal distribution of the data, except for the histograms for T4 phage LFQs at early time points of infection (T0 – T3). This can be explained by the low abundance of phage proteins at the early stages of the infection.

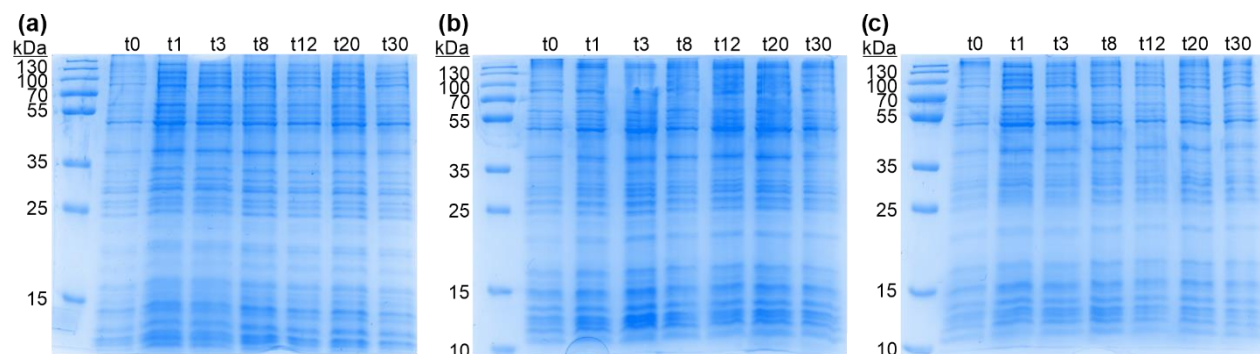

**Supplementary Figure S12:** *SDS-PAGE analysis of the E. coli and T4 phage proteome over the time course of infection.* Protein samples were taken prior to (t0) and 1 (t1), 3 (t3), 8 (t8), 12 (t12), 20 (t20) and 30 (t30) minutes after T4 phage infection of *E. coli* and subjected to SDS-PAGE analysis followed by protein visualization by Coomassie staining. No significant changes over the time course of infection can be observed. The analysis was performed in biological triplicates (**a**, **b**, **c**).

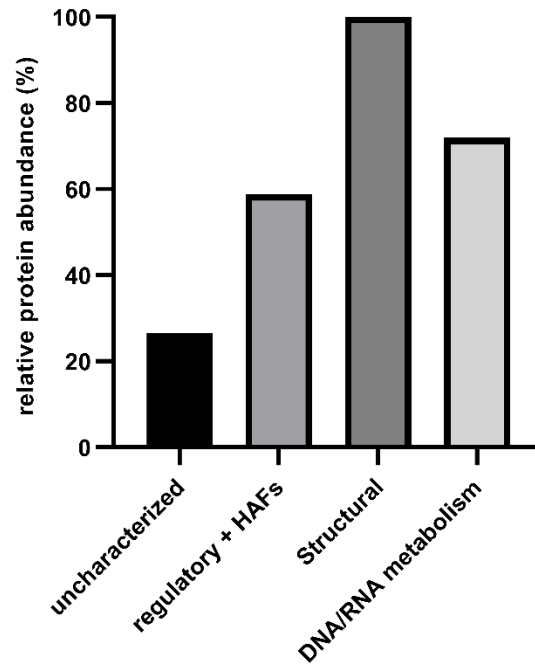

**Supplementary Figure S13:** *Relative abundance of T4 phage proteins from different functional groups.* Bar plot illustrating the abundance of four major T4 phage protein groups (displayed on x-axis) relative to the most abundant group (structural T4 phage proteins). Absolute abundance of protein groups was calculated as the sum of mean LFQ values for all proteins belonging to a specific functional group. Absolute abundances were normalized to the absolute abundance of structural proteins. Presented data is based on LFQ values from biological triplicates (n = 3).

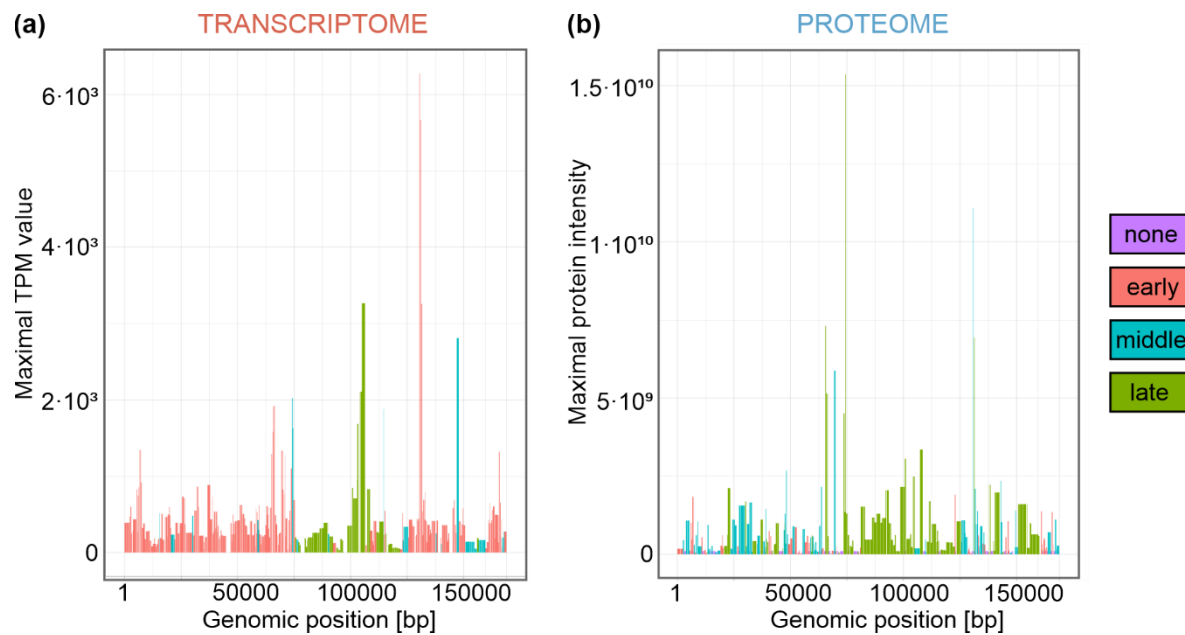

**Supplementary Figure S14:** Genomic maps of T4 phage genome based on transcriptomic- and proteomic-based classifications of T4 phage genes. **a)** Transcriptome-based classification showing bar height based on maximal TPM value for a T4 phage gene. **b)** Proteome-based classification showing bar height based on maximal LFQ value for a T4 phage gene-derived protein. X-axis represents the T4 phage genome coordinate in base pairs (bp). Each T4 phage gene is represented by a bar colored according to the infection phase it was classified to. Thus, early T4 transcripts contribute to all classes of T4 phage proteins and make up a major fraction of T4 phage genes. In contrast to that, the proteome is dominated by middle and late T4 phage proteins.

How the deposited data were processed for this re-analysis (not part of the article)

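RNA was sequenced from *E. coli* strain B before infection (t0) and 1, 4, 7 and 20 min after infection with T4 phage, in 3 biological replicates per time point. The authors trimmed adapters with cutadapt, aligned the reads with hisat2 to the genomes of *E. coli* K-12 and T4 phage, kept primary alignments with samtools and counted reads per gene with featureCounts. They left out reads overlapping several features, removed rRNA genes and calculated TPM over the genes of both organisms together. Strand use in counting is not stated beyond default settings. The authors tested t1 against t0 with DESeq2 on read counts, which were not used here. The proteome data, Northern blots and raw reads were not analysed here.

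The deposited TPM values of 15 libraries were the only measured values used. Every library has the same sum. The reads behind each value were recovered as TPM multiplied by gene length and divided by the library's unit, with 0.5 reads subtracted, for the 4721 genes with whole reads in every library. Gene lengths come from assembly ASM584v2 for *E. coli* and from Supplementary Table S2 for T4 phage. The replicate error is the SD between libraries. Genes with few reads, such as *lit* and the phage tRNA gene T4t001, are limited by depth.

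Tests for single values were two-sided exact permutation tests in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Tests across genes were made with limma 3.58.1 in R 4.3.3 with a mean-variance trend, two-sided, on log2 of TPM with a pseudocount of 1, for genes with a mean TPM of at least 1, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05 on the adjusted p. For t1 against t0, the *E. coli* genes of the 6 libraries were scaled by the median over genes of the ratio to the geometric mean. After this scaling the median log2 fold change over genes was −0.01, and it was 0.00 with TPM as deposited and 0.05 with *E. coli* genes rescaled to a common total. For the time course, the TPM values were used as deposited, with all time points in one fit. The samples, main tests, alternatives, gene lists and the rule for named genes were chosen before the data were examined, and 2 further alternatives for the low-count filter and the libraries left out for the early phage genes above the uninfected libraries were added afterwards.

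The genes named are those the paper names for the transcriptome, the 5 largest rises and the 5 largest falls at t1 among genes past the threshold whose libraries lay apart, the genes that met the rule for stable transcripts, the most abundant T4 phage gene at each time point after infection, the T4 phage genes highest at t1, and the members with the largest change of a gene list that passed its test. The paper's supplementary tables had been seen before this rule was written. Other genes are said to be chosen after their values were seen. T4 phage genes with a mean TPM of at least 1 over the time points were early if their mean TPM reached 10% of their highest at t0, t1 or t4, otherwise middle if at t7, and otherwise late. A transcript was stable with a mean TPM of at least 10 and at least 80% of its TPM at t0 left at t20, which is the paper's rule.

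The gene lists comprised 54 ribosomal protein genes, 22 genes of ATP synthase and NADH dehydrogenase (*atpA* to *atpI*, *nuoA* to *nuoN*) and 30 genes of amino acid biosynthesis operons (*thr*, *leu*, *ilv*, *his* and *trp*), after functions the paper names. Lists of this re-analysis were cold shock (*cspA*, *cspB*, *cspG*, *cspI*, *deaD*, *rbfA*, *infA*, *infB*, *infC*, *nusA* and *pnp*), heat shock (*dnaK*, *dnaJ*, *grpE*, *groL*, *groS*, *clpB*, *clpP*, *clpX*, *lon*, *htpG*, *ibpA*, *ibpB*, *hslU* and *hslV*), phage shock (*pspA* to *pspG*) and sigma E envelope stress (*rpoE*, *rseA*, *rseB*, *rseC*, *degP*, *rpoH*, *fkpA*, *surA*, *skp*, *bamA* and *bamD*). They were tested with limma's camera, and with fry and camera with an estimated correlation as alternatives.

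Whether replicate numbers pair the libraries was checked by correlating, across 3922 genes, each library's deviation from the mean of its time point with that of t0. For the same replicate number, Pearson's r was 0.292 to 0.385 for t1 and 0.191 to 0.266 for t4 (t4 R1 included). It was 0.0576 to 0.198 for t7 and 0.0993 to 0.230 for t20, where not all values exceeded 0.1. The replicate number was therefore kept as an alternative block and left out of the main tests. This reason does not hold for t1 against t0, where r between different replicate numbers was at most −0.00324. That main test thus leaves out a pairing that the libraries show, and with the block 664 genes passed in place of 162. Alternatives were other pseudocounts, filters, scales and limits, the block, limma without a trend, limma-voom on recovered reads, all 15 libraries, and each library left out in turn.

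The tests were tried on simulated data with 3 libraries per group. In them, limma called 98.0% of 200 genes changed by a log2 fold change of 1, and 3.92% of its calls were unchanged genes. It called 3 genes when none was changed. At t20 in one fit of 14 libraries, it called 96.5% of the changed genes, and 8.96% of its calls were unchanged genes. All simulated genes had the same dispersion (0.0110) and were drawn independently, without the pairing by replicate number that the data show. These rates can thus be too favourable and do not give the share of real changes that limma found. The recovery of reads from TPM returned 100% of simulated reads, and all of 300 simulated phage genes were assigned to their class. Both checks test the calculation only and give no error rate for real genes, some of which lie close to the onset limit. With single libraries left out, the real T4 phage genes numbered 206 to 222 early, 15 to 30 middle and 34 to 39 late.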

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

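The tests on t4 R1 other than that for DNA, those on t0 R3, and those on late genes at t1 other than that for injected DNA were chosen only after the result was seen.

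The library t4 R1, which the paper left out, had a median of 17.3 TPM over weakly transcribed *E. coli* genes, a signal above that of the uninfected libraries. A candidate explanation is host chromosomal DNA in the library, which brings a similar number of reads per length to all genes and more near the replication origin. Across the 1270 genes, reads per kb fell with distance from the origin in t4 R1 (Spearman's rho −0.586) and hardly in t4 R2 (−0.0859) or t4 R3 (−0.0668). The median was 838 reads per kb within 0.5 Mb of the origin and 441 beyond 1.5 Mb. That genes without a read in any library are left out was settled after a first look at the data. With these 237 genes included, the median was 15.2 TPM and rho was −0.495 in t4 R1, −0.138 in t4 R2 and −0.124 in t4 R3. A library of another time point is argued against by the T4 phage genes of t4 R1, whose rho with t4 R2 and t4 R3 was 0.986, and at most 0.839 with t7. Lower depth is argued against by the 18494757 reads on genes in t4 R1. These were more than the 16365729 in t4 R2, whose median was close to that of t4 R3 (27980865 reads). The 350 *E. coli* genes without a read in t4 R1, fewer than in the other libraries of t4, cannot decide this. Reads from chromosomal DNA would lower that number at any depth. No biological explanation was tested.

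T4 phage genes had 1790.1 TPM (25760 reads) in the uninfected library t0 R3, against 209.9 TPM in t0 R1 and 420.2 TPM in t0 R2, a signal in libraries in which the paper does not discuss phage genes. Of these reads, 7386 lay on late genes in t0 R3, 8 in t0 R1 and 83 in t0 R2. The profile across 274 genes followed t20 (mean rho 0.834) more closely than t1 (0.471). Reads from cells late in infection are a candidate source, and whether they came from another library, from infected cells in the culture or from phage stock stays open. Phage stock cannot be told apart, since RNA in a stock made from lysed cells could have the profile of t20 too. No biological explanation was tested.

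Late T4 phage genes had 4932 ± 2296 TPM (SD, n = 3) at t1, above all uninfected libraries, a signal of genes that the paper describes only for later time points. They had 5983 ± 1994 TPM (SD, n = 3) at t7 (two-sided exact permutation test against t1, p = 0.6). The libraries of t1 and t7 had the same order by replicate number, and within numbers late genes were higher at t7 in 3 of 3 pairs, by 659.9 to 1271 TPM (two-sided exact paired permutation test, p = 0.25, the smallest possible). At t4 they had 3425 ± 1476 TPM (SD, n = 2), lower than at t1 in both replicates kept, R2 and R3, and 8921 TPM in t4 R1, higher than in t1 R1 (two-sided exact permutation test against t1 without t4 R1, p = 0.4). The mean at t7 is 1.21 times the level at t1, where the other T4 phage genes rose 28.7 times. Reads of the t20 libraries are argued against, since at least 46 of the 71 other genes highest at t20 lay below 50% of the level that such reads would bring, in each library of t1. Late RNA carried over with the phage stock may contribute, since late genes at t1 followed their order at t20 (rho 0.698), but the test leaves it open because any transcription of late genes would bring that order. Transcription from the injected phage DNA stays open as well, with a rho of 0.499 to the nearest early gene.

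The summed TPM of *E. coli* tRNAs moved in opposite directions at the 2 ends of the time course, to 138% of t0 at t1, higher in every library, and to 8.50% at t20, lower in every library. The difference between the time points was not tested. Better recovery of short RNAs at t1 could raise all short transcripts. The 44 other non-coding RNAs of at most 150 nt had a median log2 fold change of 0.23, the tRNAs 0.41 and the 14 longer non-coding RNAs 0.01. The short RNAs thus rose by part of the change of the tRNAs, and recovery and infection cannot be told apart, because library preparation was not varied within a time point. A response to infection remains open and untested. The fall at t20 shares its scale with the rise of phage transcripts. With *E. coli* genes rescaled to a common total, the sum at t20 was 48.9% of t0, against a median of 35.5% over *E. coli* genes.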

How the results depend on the processing

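Of the alternatives compared in this part, the 2 added ways of averaging for the low-count filter and the libraries left out for early phage genes above the uninfected libraries were chosen only after the result was seen. Over 81 results, 630 of 762 alternative values counted as unchanged, and 23 results did so under every alternative. A tested value counts as unchanged with the same direction and side of the threshold, a value without a test within 1 SD between libraries, and a number of genes within 1.5 times, so that 115 or 226 genes count as unchanged from 162. Of the others, 121 moved (57 up and 64 down), 8 lost and 1 gained the threshold, and 2 reversed. Unless a reason is given, the cause was not tested. Where 1 library of t4 was left, limma assumed that it varies like the other groups.

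For t1 against t0, 162 genes became 97 (88 higher, 9 lower) without a filter, 55 (43 and 12) at a mean TPM of at least 10, where fewer genes are tested, and 664 (369 and 295) with the replicate block. With 14 libraries in one fit, 87 were lower. Leaving out single libraries gave 8 to 226 genes, 8 to 138 higher and 0 to 88 lower. The number was 63 (3 lower) without t0 R1, 82 (2 lower) without t0 R3, 9 (0 lower) without t1 R1 and 8 (0 lower) without t1 R2, and 88 were lower without t0 R2. For the counts of 0, limma had 426 and 297 lower genes at an unadjusted p under 0.05. limma-voom was not run with a library left out. Without a library, 8 to 117 of the 162 genes passed again, and those tested kept their direction. *mcrC* had log2 fold changes of 0.68 to 0.79 with single libraries left out, and without t1 R1 (0.71, adjusted p 0.0646) or t1 R2 (0.77, adjusted p 0.0563) it lost the threshold (range over the alternatives 0.0103 to 0.0646). It had no value at a mean TPM of at least 10 or with 14 libraries, where it was not tested, and *lit* had none under any alternative. The ranges without single libraries were 0.33 to 0.42 for *mcrB*, −0.21 to −0.12 for *mazE* and 0.07 to 0.18 for *mazF*.

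In the time course, 152 lower and 237 higher genes at t1 became 25 and 15 with all 15 libraries, 43 and 65 with a pseudocount of 0.1, 308 and 440 with 5, 63 and 52 at a mean TPM of at least 10, 232 and 381 with the block, and 87 and 100 with median-ratio scaling. Single libraries left out gave 31 to 177 lower and 92 to 258 higher genes, with 42 lower and 151 higher without t0 R1, 70 lower without t0 R3, and 31 lower and 92 higher without t1 R2. The lower genes numbered 2178 at t4 with all 15 libraries. At a mean TPM of at least 10, with fewer genes tested, they numbered 2185 at t4, 2270 at t7 and 2279 at t20. With median-ratio scaling, lower and higher genes numbered 925 and 732 at t4, 911 and 542 at t7, and 629 and 249 at t20, since this scale removes the decline common to host genes. Without a filter, 13 genes were higher at t4 and 1 at t7. Single libraries left out gave 3304 to 3338 lower and 5 to 10 higher at t4, 3459 to 3516 and 0 to 2 at t7 (2 without t7 R3), and 3472 to 3533 and 0 to 1 at t20. The 1 gene at t20, *csrB*, was lost in limma without t0 R1 or t20 R3.

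For the gene sets, fry gave adjusted p of 0.0804 for ribosomal proteins and for heat shock, past the threshold with camera, and 0.00644 for cold shock, which was not. Camera with an estimated correlation gave 0.378 for ribosomal proteins and heat shock and 0.200 for ATP synthase and NADH dehydrogenase and for amino acid biosynthesis, so that 0 sets passed in place of 4. The direction of the sigma E set reversed with the block (adjusted p 0.922) and without t1 R3 (0.721). Without single libraries, adjusted p ranged from 3.4e-15 to 2.2e-10 (ribosomal), 5.6e-06 to 0.000232 (ATP synthase and NADH dehydrogenase), 2.6e-11 to 7.7e-09 (amino acid), 0.0810 to 0.461 (cold shock), 3.9e-05 to 0.00850 (heat shock), 0.118 to 0.438 (phage shock) and 0.721 to 0.969 (sigma E). The number of sets stayed 4.

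The T4 phage share became 3.33% at t1, 78.4% at t7 and 88.5% at t20 without *ssrA*, and 2.60%, 49.5%, 72.9% and 85.8% from t1 to t20 as reads. The fall to t7 was 72.8% as reads and 78.4% without *ssrA*. Without single libraries the shares were 2.91% to 3.18%, 53.2% to 58.4%, 73.5% to 74.3% and 81.8% to 83.8%, and the fall was 73.5% to 74.2%. The median over *E. coli* genes at t4 was 51.6% with all 15 libraries, 28.8% without a filter, 25.8% at a mean TPM at t0 of at least 10 and 59.2% with *E. coli* genes rescaled to a common total. It was 12.5% at t7 without a filter, and rescaled 43.9% at t7 and 35.5% at t20. Without single libraries the medians were 97.9% to 102%, 25.9% to 26.5%, 11.0% to 12.0% and 5.30% to 6.50%. *lpp* at t4 was 131% rescaled and 77.2% divided by *ssrA* (55.6% to 60.0% without single libraries), and *ompA* 96.9% and 57.5% (39.1% to 46.8%). The stable transcripts numbered 2 at 90% of t0, and 3 to 5 without single libraries, with 3 without t20 R1 and 5 without t20 R3. The tRNA sum was 118%, 66.6% and 48.9% of t0 at t4, t7 and t20 rescaled. Without single libraries it was 129% to 158% at t1 (158% without t0 R2), 46.0% to 59.3% at t4, 15.5% to 19.9% at t7 and 7.16% to 9.74% at t20.

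Rescaling T4 phage genes to a common total also scales up the few phage reads of uninfected libraries, and all genes then counted as early. The onset became 0 min for *rIIB*, *alt*, genes 33, 55 and 68, T4s001 and T4s002. It was 1 min for *motA* and *asiA* and 4 min for gene 45, so reads at t0 did not decide every class. Rescaling without t0 was not run. The rescaled values gave 52 genes highest at t1, 0 middle and 0 late genes, 93 early RNAs with late protein, 0 middle RNAs with middle or late protein and 0 late RNAs with late protein. At t1 it gave 100% for *motA* and *asiA*, 1.03% for *rIIB*, 0.596% for gene 33, 1.04% for gene 45 and 5.23% for gene 55. At t4 it gave 54.7%, 51.8% and 89.8% for genes 33, 45 and 55, 17.7% for T4s001 and 30.1% for T4s002. Of the phage tRNAs, 8 were lower at t7 than at t4, 2 highest at t20 and 0 rising at every step. An onset limit of 5% gave 12 middle genes, 1 middle RNA with middle protein and 9 with late protein, and 20% gave 9 with middle protein. Without single libraries, 0 to 1 genes were highest at t1 (0 without t1 R3 or t4 R2), 60 to 63 at t4, 101 to 105 at t7 and 106 to 111 at t20, and 206 to 222 were early, 15 to 30 middle and 34 to 39 late. At t1, *motA* ranged from 8.34% to 11.6%, *asiA* from 9.31% to 13.4%, *rIIB* from 0.0331% to 0.0513%, and genes 33, 45 and 55 from 0.0221% to 0.0267%, 0.0384% to 0.0446% and 0.148% to 0.212%. At t4, *rIIB* ranged from 8.86% to 19.7%, genes 33, 45 and 55 from 35.0% to 48.1%, 32.6% to 46.2% and 56.5% to 64.5%, *alt* from 1.83% to 6.16%, T4s001 from 10.4% to 13.6% and T4s002 from 19.1% to 21.9%. At t7, *alt* ranged from 31.6% to 39.1% and gene 68 from 0.516% to 0.955%. The onset of *motA* was 1 min without t1 R1, t1 R2 or t4 R3, that of *asiA* 4 min without t1 R3, and that of *rIIB* 7 min without t4 R2. The early genes above every uninfected library in each library of t1 numbered 146 to 213 (213 without t0 R3). Of the phage tRNAs, 8 reached 10% at t4, 5 to 6 were lower at t7, 7 to 8 highest at t20 and 2 to 3 rising.

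The principal components held 80.6% and 11.7% of variance on log2 values, 62.4% and 25.1% for *E. coli* genes, 52.6% and 34.4% for T4 phage genes and 80.8% and 8.16% without t4 R1, with distance ratios of 6.81, 5.13 and 0.876 for the first 3. Replicate numbers did not pair all libraries of t7 and t20 with t0. Of 26 values with the block, 20 stayed the same, and the block changed the number of genes at t1, in both tests, and the direction of the sigma E set. Depth limits *lit*, T4t001 and the T4 phage reads of the uninfected libraries.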

Differences from the paper's values

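A value without a sign is listed here when it is more than 1.5 times the paper's or the reverse and, where an error is known, differs by more than the larger error, and a log2 fold change when it differs by more than the larger error or in sign. The paper gives 1050 genes differing between t1 and t0, and the limma test gave 162. None of 16 alternatives set before the data were examined came within the paper's value, with 8 to 664 genes. For higher genes, the paper's value is 505 and the value here 133. With the replicate number as a block it was 369 and no longer differed, and it differed under the other 15. For lower genes, the paper's value is 545 and the value here 29, and all 16 alternatives differed (0 to 295). At an unadjusted p under 0.05 in limma, 1036 genes differed, of which 883 are in Supplementary Table S1.

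The onset of *motA* transcripts is 1 min in the paper and 4 min by the 10% limit here. It was 1 min with T4 phage genes rescaled to a common total and without t1 R1, t1 R2 or t4 R3, and 4 min under the other 12 alternatives. For genes 33, 45 and 55, the paper gives t1 as the time at which expression was detected, without naming the 10% limit. The onset by that limit was 4 min each here, and all 16 alternatives differed from 1 min for each gene. Detection and this onset are different measures, so the difference does not contradict detection at t1. For gene 68, the paper gives t7 as the time at which expression was observed, also without naming the limit. The onset by the 10% limit was 20 min here, and all 16 alternatives differed from 7 min.

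The log2 fold change of *mcrC* at t1 is 0.97 in the paper's Supplementary Table S1 (standard error 0.18) and 0.74 here. With a pseudocount of 0.1 it was 0.94 and with limma-voom on recovered reads 0.99, which did not differ, and under the other 12 alternatives that gave a value it differed.

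The paper calls *mcrB* higher at t1, and here it did not pass the threshold (adjusted p 0.0789 in limma, log2 fold change 0.36), nor under any alternative (0.0557 to 0.256). The paper describes *lit* as present in the host's genome, and it had 0 reads in all libraries. The paper describes T4 phage tRNAs as increasing continuously, and 5 of the 8 had a lower mean at t7 than at t4, while all 8 were highest at t20. The libraries of t4 and t7 overlapped for these tRNAs except T4t004 and T4t007, so the difference from the paper is weak. The paper classifies RNAC and RNAD as late, citing an earlier study and its own Northern blot, which is shown for RNAC. By the 10% limit the 2 T4 phage RNA genes apart from tRNAs were early, as in Supplementary Table S2, while their highest level was at t20. The paper describes middle genes as highest at t20, which held for 20 of 21, with gene 41 highest at t7. Figure 2c prints a number of genes highest at t4 that is 1 below that in the text, and the value here is 62.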

Other observations

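The test on *lit* and the use of the cold shock set as a test of a temperature shift were chosen only after the result was seen, while the gene set tests themselves and the comparison with other splits of the libraries were planned.

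*lit* lies in a block of 18 genes, *ymfD* to *tfaP* (1196867 to 1208545), of which 16 had no read in any library and none had more than 1. Up to 3 reads per gene were tolerated in the search for this block, a limit set after the data had been seen. The genes on either side, *icd* and *tfaE*, had 178422 and 113 reads over all libraries, so that the far end of the block is weakly marked. At the median level of weakly transcribed genes in t4 R1, 527.5 reads are expected on *lit* in that library, and 0 were found. This held for 20 of the 1270 weakly transcribed genes with a read in any library, and for 257 of 1507 with the silent genes, such as *lit*, included. A candidate explanation is that this block of the K-12 reference is absent from the strain used, which was not tested on genome sequence. Reads too different from the reference to align would have the same effect.

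The cold shock genes had a mean log2 fold change of 0.53 at t1, with a median of −0.01 and 5 of 10 genes higher, among them *cspG*, *cspI* and *cspA* (1.35, adjusted p = 0.0483 in limma). Camera gave an adjusted p of 0.230 for this set, with 0.00644 to 0.461 over the alternatives. The heat shock set was lower (median −0.40, 13 of 14 genes lower, adjusted p 0.000972, range 3.9e-05 to 0.378, largest change *groS* with −0.63). The phage shock set (median −0.17, 5 of 7 lower, adjusted p 0.230) and the sigma E set (median −0.01, 6 of 11 lower, adjusted p 0.858) did not pass. A shift from the growth temperature to a lower temperature of infection may raise the first and lower the second set. It cannot be told apart from a response to the phage, because all infected libraries share both.

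The other T4 phage genes that the paper names (*pin*, *modA*, *modB*, *motB*, *dmd*, *regB*, *mobB*, 61, 43, *a-gt* and *b-gt*) were early by the 10% limit, *modB* with 11.7% of its highest level at t1 and the others below 10% at t1.

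Of the 10 splits of the 6 libraries of t0 and t1 into 3 and 3, 1 gave at least 162 genes, the real one, and the others gave 0 in limma (28 to 326 at an unadjusted p under 0.05). In the time course, the real split gave 389, 3493 and 3507 genes at t1, t7 and t20. All other splits gave 0 at each of these time points (50 to 429, 2 to 11 and 0 to 4 unadjusted). The real split is 1 of 10 at best, so the count of splits alone cannot exclude chance. For the gene sets, 5 of the 10 splits gave at least the 4 sets of the real one, and the highest other gave 5. Replicate numbers pair t1 with t0, and of the 3 other splits that part all pairs 1 gave as many sets and 0 as many genes, while 6 part 1 pair only.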
